# Gene Expression Profile Provides Novel Insights of Fasting-Refeeding Response in Zebrafish Skeletal Muscle

**DOI:** 10.3390/nu14112239

**Published:** 2022-05-27

**Authors:** Takehito Sugasawa, Ritsuko Komine, Lev Manevich, Shinsuke Tamai, Kazuhiro Takekoshi, Yasuharu Kanki

**Keywords:** fasting, refeeding, skeletal muscle, zebrafish, mRNA-sequencing, gene length

## Abstract

Recently, fasting has been spotlighted from a healthcare perspective. However, the de-tailed biological mechanisms and significance by which the effects of fasting confer health benefits are not yet clear. Due to certain advantages of the zebrafish as a vertebrate model, it is widely utilized in biological studies. However, the biological responses to nutrient metabolism within zebrafish skeletal muscles have not yet been amply reported. Therefore, we aimed to reveal a gene expression profile in zebrafish skeletal muscles in response to fasting-refeeding. Accordingly, mRNA-sequencing and bioinformatics analysis were performed to examine comprehensive gene expression changes in skeletal muscle tissues during fasting-refeeding. Our results produced a novel set of nutrition-related genes under a fasting-refeeding protocol. Moreover, we found that five genes were dramatically upregulated in each fasting (for 24 h) and refeeding (after 3 h), exhibiting a rapid response to the provided conditional changes. The assessment of the gene length revealed that the gene set whose expression was elevated only after 3 h of refeeding had a shorter length, suggesting that nutrition-related gene function is associated with gene length. Taken together, our results from the bioinformatics analyses provide new insights into biological mechanisms induced by fasting-refeeding conditions within zebrafish skeletal muscle.

## 1. Introduction

Inappropriate calorie intake is an important risk factor for cardiovascular disease, and metabolic syndrome [1]. In recent years, fasting and caloric restriction have been attracting a certain attention as a part of health maintenance [1,2,3,4,5,6]. For example, intermittent fasting, which is a regular energy restriction, can provide health benefits for the prevention or treatment of many chronic diseases, including diabetes, cardiovascular disease, cancer, and neurodegenerative diseases [3]. Previous studies reported the effects of fasting on rodent and human health and lifespan [1,2]. In one study, Goodrick et al. reported that the average lifespan of rats with intermittent feeding from 5 weeks of age increased by up to 80% [7]. However, the biological mechanisms by which fasting provides health benefits still leave many questions unanswered. In particular, even though skeletal muscle consumes significant energy and uses ketones during fasting conditions, the effects of fasting on skeletal muscle are not well understood at the molecular level.

The zebrafish offers several advantages as a model organism that mimics mammalian genetic and physiological responses [8,9,10,11]. The zebrafish is a popular animal model because of its simplified maintenance, rapid growth rate, ease of genetic manipulation, and fewer ethical restrictions [12]. Fasting and refeeding protocols are commonly used to investigate the biological response of teleosts such as the transition from catabolic to anabolic states [13,14,15,16,17,18,19,20]. Several studies in zebrafish have investigated the comprehensive gene expression response to starvation diets in several tissues [13,21,22,23]. However, as the molecular mechanisms of a response to a fasting-refeeding protocol remain complex, further investigation at the molecular level using zebrafish is needed. To date, there are no detailed reports on the metabolic changes within skeletal muscles in response to variable nutrient intake. Hence, in this study we aimed to reveal the gene expression profile during responses to fasting-refeeding in zebrafish skeletal muscle. Subsequently, we performed mRNA-sequencing and bioinformatics analyses to assess the gene expression profile under fasting-refeeding conditions. According to the results, our study provides new insights into biological mechanisms, representing immediate transcriptional responses to the fasting-refeeding approach in zebrafish; as well as proposing efficient methods of bioinformatics analysis accompanied by mRNA-sequencing analysis of zebrafish skeletal muscle.

## 2. Materials and Methods

### 2.1. Zebrafish Experiments

Zebrafish experiments in this study were approved by the Animal Care Committee, University of Tsukuba (approval number: 21-406). The overview of this experimental protocol is shown in Figure 1. Three-month-old zebrafish, of male/female ratio of approximately 1:1, were purchased from a local vendor (MASUKO; Kuki, Saitama, Japan), and then subjected to an acclimation period of over a month. During the acclimation period, the fish were maintained in a 15 L water tank with water temperature of 28.5 ± 1.0 °C and were given standard food for tropical fish (Tetra plankton; Spectrum Brands Japan, Yokohama, Kanagawa, Japan) twice a day every 12 h. The composition of this standard food is described by the manufacturer as follows: crude protein: 44.0%; crude fat: 11.0%; crude fiber: 2.0%; crude ash: 9.0%; moisture: 8.0%. Each feeding was an amount that the fish could eat within 2 min. After the acclimation period, 18–20 fish (gender ratio 1:1 approximately) were placed in a small 3.5 L water tank with water temperature of 28.5 ± 1.0 °C and subjected to a 24 h acclimation period being supplied with standard food. Next, fish were transferred to a small water tank including 380 mg of the same food. Then, four randomly selected fish (two female and two male) were sacrificed at the following three time points to make each condition. After the feeding, the fish were deprived of food for 24 h to impose a fasting condition (Fast). Subsequently, the other fish were refed using the same amount of food as previously. At 3 and 8 h following the refeeding, fish were sacrificed to produce conditions of refeeding after 3 and 8 h (Refed_3h and Refed_8h, respectively; Figure 1A). In each condition, a muscle tissue was harvested between the anus and caudal tail fin (Figure 1B), and was placed on ice for further RNA extraction. Average weight (mg) and standard error (SE) for all zebrafish (*N* = 12, in total) used in this study was 588.7 ± 27.2.

### 2.2. RNA Extraction

Total RNA was extracted from the tissues, using RNAiso plus (Cat#9108; Takara Bio, Kusatsu, Shiga, Japan), according to the manufacturer’s instructions. The extracted total RNA solution in Milli-Q water was diluted and adjusted to a concentration of 100 ng/μL. Then, 500 ng of RNA was used to make cDNA with the PrimeScript RT Master Mix (Cat#RR036A, Takara Bio), according to the manufacturer’s instructions. The cDNA was diluted 10 times by Milli-Q water for further analysis.

### 2.3. mRNA-Sequencing

The mRNA-sequencing (mRNA-seq) was performed to identify the whole gene expression profile in the tissues upon the fasting and refeeding conditions. The mRNA-seq analysis was conducted at the Department of Sports Medicine under the Open Facility Network Office, University of Tsukuba (Tsukuba, Ibaraki, Japan). A total of 12 RNA samples including *N* = 4 for each condition (i.e., Fast, Refed_3h, and Refed_8h) were examined for integrity using an Agilent RNA 6000 Nano Kit (Cat# 5067-1511; Agilent Technologies, Santa Clara, CA, USA) on a Bioanalyzer (Agilent Technologies). After the examination of the RNA Integrity Number, the RNA of all 12 samples was subjected to library preparations for mRNA-seq. Using 1.25 µg of the total RNA from each sample, libraries were created using the NEBNext Ultra II RNA Library Prep Kit for Illumina and the NEBNext Poly(A) mRNA Magnetic Isolation Module (Cat# E7770 and E7490; New England Biolabs, Ipswich, MA, USA), according to the manufacturer’s instructions; the final PCR cycle was 12. Concentration and size distributions of the libraries were measured using an Agilent DNA 7500 kit (Cat# 5067-1506; Agilent Technologies) with a Bioanalyzer. All samples were passed for analyses on next-generation sequencing (NGS) equipment. The libraries were pooled, and the concentrations adjusted to 1 nM. The pooled libraries were subjected to denaturation and neutralization. Subsequently, the libraries were diluted to 1.8 pM and then applied for an NGS run using NextSeq 500/550 v2.5 (75 cycles) kits (Cat#20024906; Illumina, San Diego, CA, USA) in a NextSeq 500 System (Illumina). The sequencing was performed with paired-end reads of 36 bases. After the sequencing run, FASTQ files were exported, and the basic information of the NGS run data was checked by CLC Genomics Workbench 20.0.4 software (QIAGEN, Venlo, Limburg, The Netherlands). In the quality assessment of the reads, a PHRED score over 20 was confirmed for 99.73% of all reads, indicating the success of the run. The read number was approximately 32.1 million to 49.1 million per sample as paired-end reads.

### 2.4. Bioinformatics Analysis

The FASTQ files were mapped to the zebrafish genome (*Danio rerio*; GRCz11) and expression values of all genes were obtained as TPM (Transcripts Per Kilobase Million) using the CLC Genomics Workbench software (Table S1). Statistical differential expression analysis was conducted using the “Differential Expression for mRNA-Seq” tool in the CLC. Differentially expressed genes (DEGs) were considered with a false discovery rate (FDR) < 0.05 and a two-fold change cutoff. For further analyses on the DEGs, to avoid the possibility of a sample’s contamination during the skeletal muscle extraction, genes with a standard deviation greater than 1 (TPM values of each gene were normalized to 1) were excluded in each group. Additionally, genes with an absolute average TPM value of less than 10 were considered as genes with a low expression and excluded from the analysis. A principal component analysis (PCA) plot and Venn diagram were created using the CLC software. Transcripts per kilobase million (TPM) were used as an expression value for figure visualizations. The Database for Annotation, Visualization, and Integrated Discovery web tool (DAVID version 6.8; Laboratory of Human Retrovirology and Immunoinformatics (LHRI), Frederick, MD, USA, https://david.ncifcrf.gov/; accessed on 28 June 2021) was used for enrichment analysis with default settings. Public databases of UniProtKB (https://www.uniprot.org/; accessed on 21 April 2022) and ZFIN (https://zfin.org/; accessed on 21 April 2022) were used to investigate function profiles of selected DEGs. The gene length and number of genes used the value annotated in the expression tracks of the CLC software. A heat map with clustering analysis, and box plots were generated using the CLC software, Jupyter Notebook (version 6.1.4), and Python (version 3.8.5). A cluster dendrogram with Ward’s minimum variance method was generated using R software (version 4.1.1). Plot graphs were created using GraphPad Prism software (version 9.3.1; GraphPad, San Diego, CA, USA). The scatter plot was created using Excel (Office 2019; Microsoft, Redmond, WA, USA).

### 2.5. Statistical Analysis

Statistical analyses were performed using GraphPad Prism software (version 9.3.1). To check the normality of the distributions, all experimental data without primary analysis of the mRNA-seq data were evaluated with the Shapiro–Wilk normality test. Subsequently, nonparametric tests were used for all data. Comparisons of three groups were performed using Kruskal–Wallis H tests (one-way ANOVA of ranks) followed by a two-stage Benjamini, Krieger, and Yekutieli FDR procedure as a post hoc test. A *p*-value less than 0.05 was considered to indicate statistical significance.

## 3. Results

### 3.1. Overview of Gene Expression Profiling by Fasting-Refeeding

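Skeletal muscle between the anus and the tail fin was taken from adult zebrafish after 24 h without food (Fast) and at 3 h and 8 h after the fish were fed again (Refed_3h and Refed_8h). Each group held 4 separate fish, 2 female and 2 male by the paper's methods. Which fish was of which sex is not given. Poly(A) RNA of each fish was sequenced as paired-end reads, which gave 12 libraries. The authors mapped the reads to the zebrafish genome build GRCz11 with CLC Genomics Workbench and deposited the counts, RPKM and TPM of each gene in each library. Their table also holds the fold change, p-value and FDR of their 3 comparisons. The paper states 32.1 M to 49.1 M reads per sample. The values here use the counts assigned to genes, which summed to 11929140 to 15810710 per library in Fast (median 14659244), 15037143 to 17467497 in Refed_3h (median 16027662) and 15211830 to 18446239 in Refed_8h (median 15472795). Of the 25281 genes in the deposited table, 16745 passed edgeR's filter on low counts. Counts were scaled by TMM and tested with edgeR's quasi-likelihood test in 1 model of the 3 groups. Genes with a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 2 were taken as DEGs, as in the paper. Lists of genes were tested as groups with camera at a preset correlation of 0.01 between genes, and again with the correlation estimated from the data. The comparisons, thresholds, gene lists and the rule for the genes named here were set before the deposited data were examined. Values of these libraries in the paper's figures, Table S2 and part of Table S1 had been seen by then. In data simulated for Refed_3h vs Fast over 16457 genes, 45 of 100 genes changed 2-fold passed the FDR of the edgeR test and 28 were DEGs, and of 100 genes changed 4-fold 89 passed the FDR and 89 were DEGs. Many changes of 2-fold would be missed at this depth and n. Transcripts of other tissues were present beside those of muscle. Markers of skin epithelium, mostly keratins, summed to 26599 ± 2355 TPM in Fast, 19404 ± 4648 TPM in Refed_3h and 19167 ± 5399 TPM in Refed_8h (SD, n = 4; exact permutation test, p = 0.057 for each refed group against Fast). Endothelial markers summed to 135 ± 4.63, 93.6 ± 9.49 and 127 ± 13.8 TPM (SD, n = 4; exact permutation test, p = 0.029 for Refed_3h against Fast, the smallest p that 4 fish against 4 allow). Pigment cell markers summed to 44.2 ± 11.4, 24.1 ± 5.08 and 34.2 ± 6.91 TPM (SD, n = 4), also lower in Refed_3h than in Fast by the exact permutation test (p = 0.029). These p-values are not adjusted over the marker lists. On the TPM scale the median log2 fold change of all genes was -0.26 in Refed_3h vs Fast. With TMM scaling, the median log2 fold change of the markers was -0.07 for endothelium, -0.64 for pigment cells and -0.35 for skin epithelium.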

The mRNA-sequencing analysis was performed in three groups with different feeding conditions: 24 h fasting (Fast), refeeding after 3 h (Refed_3h), and refeeding after 8 h (Refed_8h). The PCA and cluster dendrogram of total gene expressions separated the Refed_3h from the other time points, and the Refed_8h had a similar expression pattern to the Fast condition (Figure 2A,B). 

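Over the 16745 tested genes, the libraries of Refed_3h lay at a mean Euclidean distance of 112 from those of Fast and 112 from those of Refed_8h. Those of Fast and Refed_8h lay at 107 from each other (log2 CPM, that is counts relative to the library total, scaled by TMM, for all 3 distances). Fish of 1 group were nearly as far apart, at 100.5 in Fast, 97.5 in Refed_3h and 99.9 in Refed_8h. The distance of Refed_3h to both other groups exceeded that between Fast and Refed_8h by 4.30, which did not pass 0.05 (exact one-sided permutation test, p = 0.055). Compared pairwise, the distance between groups exceeded that within groups by 12.8 for Refed_3h and Fast and by 13.1 for Refed_8h and Refed_3h (exact one-sided permutation test, p = 0.029 for each, the smallest that the 35 splits allow). The excess for Refed_8h and Fast was 7.29 (exact one-sided permutation test, p = 0.057). The first principal component held 18.8% of the variance and placed the 4 fish of Refed_3h between 34.0 and 48.0, apart from Fast (-43.0 to -8.51) and Refed_8h (-33.1 to 6.17), whose ranges overlapped. On the second component, with 16.3% of the variance, replicates 1 and 2 lay above replicates 3 and 4 in each group. Each group held both sexes, and the sex of each library is not given. The third component, with 13.4% of the variance, placed Fast between 9.56 and 41.3 and Refed_8h between -50.7 and -24.0, without overlap. In a Ward dendrogram of the same distances, the 4 Refed_3h fish formed a branch of their own, and fish of Fast and Refed_8h shared the remaining branches. The p of the joint separation fell under 0.05 without Fast replicate 2 (5.74, exact p = 0.030), Fast replicate 3 (5.10, p = 0.041), Refed_3h replicate 3 (4.88, p = 0.049), Refed_8h replicate 2 (6.64, p = 0.019) or Refed_8h replicate 3 (5.52, p = 0.029). It also did with no filter on low counts (4.55, exact p = 0.039), and with a gene length trend removed from each library, chosen after seeing the data (4.29, exact p = 0.045).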

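In Refed_3h vs Fast, 347 genes were DEGs, 115 of them higher and 232 lower after 3 h of refeeding. In Refed_8h vs Fast, 165 were DEGs (63 higher and 102 lower), and in Refed_8h vs Refed_3h 466 (284 higher and 182 lower at 8 h), which makes 727 genes in at least 1 comparison. klhl38b and klhl24b, Kelch genes of ubiquitin ligase adaptors, fell at 3 h. Their log2 fold changes in Refed_3h vs Fast were -6.75 (standard error 1.00, edgeR adjusted p = 0.0052) and -2.57 (standard error 0.17, edgeR adjusted p = 7.1e-06). klhl24b returned at 8 h to 30.5 ± 7.38 TPM from 4.10 ± 0.453 TPM (SD, n = 4). The ankyrin repeat and SOCS box gene asb15b was at 0.470 ± 0.357 TPM in Fast and 0.351 ± 0.277 TPM in Refed_3h and rose to 13.7 ± 4.36 TPM at 8 h (SD, n = 4). asb15b had a log2 fold change of 4.88 (standard error 0.54, edgeR adjusted p = 3.4e-04) against Fast. nr1d1, a repressor of the circadian clock (REV-ERB alpha), fell from 33.6 ± 7.33 TPM to 1.56 ± 0.723 TPM at 3 h and 1.5 ± 0.281 TPM at 8 h (SD, n = 4). bhlhe40, another repressor of the clock, had a log2 fold change of -2.40 (standard error 0.23, edgeR adjusted p = 6.7e-05) in Refed_8h vs Fast. arg2, the mitochondrial arginase, and coq10b, a coenzyme Q binding protein, were lower at 8 h than in Fast, with log2 fold changes of -2.38 (edgeR adjusted p = 0.0039) and -2.12 (edgeR adjusted p = 6.2e-04). Of the 16745 tested genes, 2932 in Refed_3h vs Fast, 1062 in Refed_8h vs Fast and 2310 in Refed_8h vs Refed_3h had every fish of 1 group above every fish of the other, where chance gives 2.86% of genes. On the TPM scale, tested with limma on log2(TPM + 1), the median of all genes shifted by -0.26 in Refed_3h vs Fast and by 0.18 in Refed_8h vs Refed_3h. By this test 22 genes were higher and 353 lower in the first (5.87% higher, against 33.1% by edgeR) and 194 and 46 in the second (80.8% against 60.9%). The DEGs of Refed_3h vs Fast numbered 179 without Fast replicate 1, 181 without Refed_3h replicate 1 and 226 without Refed_3h replicate 4, and those of Refed_8h vs Refed_3h 280 without Refed_8h replicate 4. With a skin marker score per library as a covariate, chosen after the marker sums were seen, the 3 comparisons gave 242, 141 and 628 DEGs. Of these, 161, 77 and 423 were also DEGs without it.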

The analysis of differentially expressed genes (DEGs) identified a total of 1091 expressed genes in three conditions. The Venn diagram (Figure 2C) exhibited 23 commonly shared DEGs between the three comparison groups. In addition, heat map and clustering analyses (Figure 2D) distinguished four gene-expression clusters that showed the following profiles. 

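Of the 727 genes, 14 were DEGs in all 3 comparisons. Of these 14, 8 belong to a list of 41 tested circadian clock genes (nr1d2b, per3, per1b, rorcb, ciarta, nr1d4b, dbpa and nfil3-5), where 0.0343 would be expected (Fisher's exact test, p = 1.9e-18). Each group was sampled at its own time of day, so time of day and refeeding cannot be told apart for these genes. The same limit holds for every other gene that differed between the groups. No group without a fast was sampled. per3 (ENSDARG00000010519) lies on chromosome 11 of GRCz11 from 39959039 to 40021080. The period gene per3, a repressor of the clock, was at 14.0 ± 4.12 TPM in Fast, 4.23 ± 1.23 TPM in Refed_3h and 0.600 ± 0.137 TPM in Refed_8h (SD, n = 4). per3 had a log2 fold change of -1.39 (standard error 0.24, edgeR adjusted p = 0.0079) from Fast to 3 h and one of -4.40 (standard error 0.28, edgeR adjusted p = 1.5e-06) from Fast to 8 h. per1b (ENSDARG00000012499) lies on chromosome 7 of GRCz11 from 50822465 to 50847296. per1b and ciarta (ENSDARG00000058094, chromosome 19, 8928434 to 8940068), also repressors of the clock, fell in the same order. In Refed_8h vs Fast their log2 fold changes were -4.19 (edgeR adjusted p = 8.2e-06) and -5.63 (edgeR adjusted p = 8.4e-07). rorcb (ENSDARG00000017780) lies on chromosome 2 of GRCz11 from 49417900 to 49454451. rorcb, a nuclear receptor of the ROR family that activates clock genes, rose from 1.77 ± 0.578 TPM to 3.33 ± 0.444 and 13.0 ± 0.752 TPM (SD, n = 4). nfil3-5 (ENSDARG00000094965, chromosome 6, 8172227 to 8180042), a bZIP repressor, rose from 4.36 ± 1.99 to 10.7 ± 1.52 and 36.3 ± 4.76 TPM (SD, n = 4). Their log2 fold changes in Refed_8h vs Fast were 3.01 (edgeR adjusted p = 2.2e-06) and 3.21 (edgeR adjusted p = 3.8e-05). nr1d4b (ENSDARG00000059370) lies on chromosome 11 of GRCz11 from 1944729 to 1967438. nr1d4b, of the REV-ERB family, fell at 3 h and rose at 8 h, with a log2 fold change of 5.95 (edgeR adjusted p = 1.8e-04) in Refed_8h vs Refed_3h. The other 6 shared DEGs were lmod2b, cipcb, slc25a32a, nupr1a, si:ch211-132b12.7 and si:dkey-18a10.3. The 2 clone genes among them were named after their values were seen. lmod2b, a leiomodin of actin filaments, and slc25a32a, a mitochondrial folate carrier, fell at 3 h and rose at 8 h above Fast. In Refed_8h vs Refed_3h their log2 fold changes were 3.10 (edgeR adjusted p = 3.9e-05) and 3.00 (edgeR adjusted p = 2.9e-05). With the skin marker score as a covariate the calls of lmod2b Refed_8h vs Fast (adjusted p = 0.076, 5.4e-06 to 0.076 over all alternatives), slc25a32a Refed_8h vs Fast (0.051, 3.3e-09 to 0.051) and nr1d4b Refed_8h vs Fast (0.13, 5.7e-07 to 0.13) were lost in edgeR. That of nr1d4b Refed_3h vs Fast was lost in limma on log2(TPM + 1) (0.076, 4.4e-04 to 0.11). dbpa, an activator of clock output genes, was less certain. The call of dbpa Refed_3h vs Fast was lost in edgeR without Fast replicate 1 (adjusted p = 0.052) and without Refed_3h replicate 1 (adjusted p = 0.051), with 2.7e-05 to 0.052 over all alternatives. That of dbpa Refed_8h vs Refed_3h was lost in limma on log2(TPM + 1), at an adjusted p of 0.069, and at 0.098 with no filter (1.2e-05 to 0.098 over all alternatives). Comparisons that share libraries share their chance values. Refed_3h vs Fast and Refed_8h vs Fast had 50 DEGs in common in the same direction, 19 higher and 31 lower, where independent lists would share 0.433 and 1.41. With the 4 Fast fish split between the comparisons, 22 to 33 were shared over 6 splits. In 20 simulations of unchanged groups the median number of genes called in any comparison was 0 in edgeR, so they give no measure of the overlap among called genes.

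**Figure D1:**
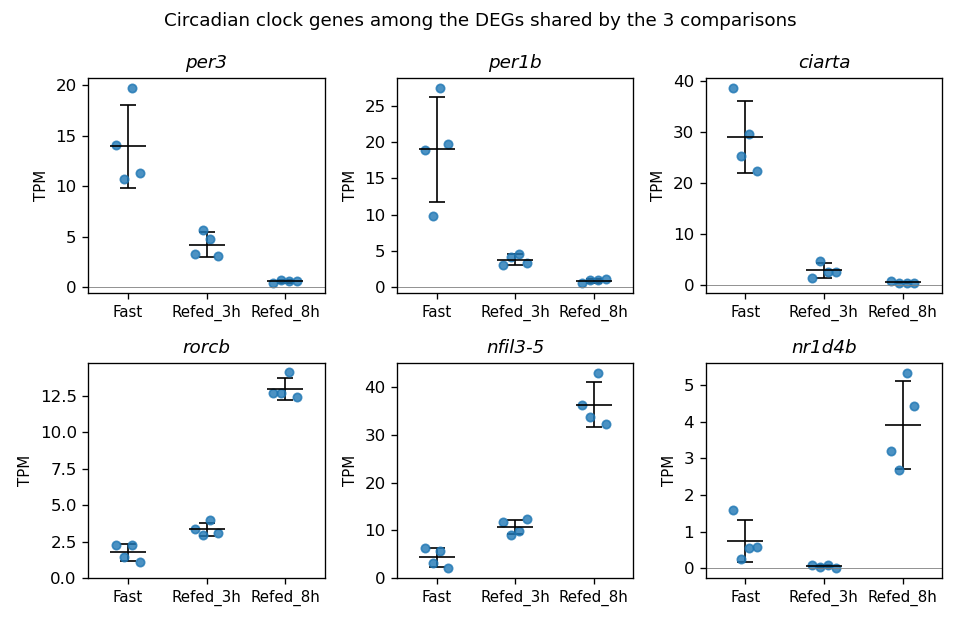
TPM of 6 circadian clock genes that were DEGs in all 3 comparisons, in Fast, Refed_3h and Refed_8h (1 panel per gene, linear axis from 0). Each blue dot is 1 fish, the black mark is the mean of 4 fish and the bar is the SD. Each group was sampled at its own time of day. The means of per3 are 14.0, 4.23 and 0.600 TPM and those of rorcb 1.77, 3.33 and 13.0 TPM.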

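Ward clustering of the 727 DEGs, with each gene's log2 CPM expressed as z-scores over the 12 libraries, gave 4 clusters. Each was given 1 of 4 profiles taken for the paper's clusters, by the best total correlation. The mean profiles of C1 to C4 correlated with theirs at 0.77, 0.89, 0.33 and 0.73. C3, named for a peak in Fast, was higher in Refed_3h. C1, named for a peak in Refed_8h, was lowest in Refed_3h, which is the mark of C2. The names here therefore need not hold the same genes as the paper's. C1 held 264 genes with mean z-scores of 0.18, -1.01 and 0.83 in Fast, Refed_3h and Refed_8h, and C3 held 211 genes with 0.34, 0.66 and -0.999. Among C1 genes, angptl4, a secreted inhibitor of lipoprotein lipase, was at 59.0 ± 25.8 TPM in Fast, 12.8 ± 1.19 TPM in Refed_3h and 47.0 ± 7.11 TPM in Refed_8h (SD, n = 4). angptl4 had log2 fold changes of -1.87 (edgeR adjusted p = 0.0030) in Refed_3h vs Fast and 1.61 (edgeR adjusted p = 0.0052) in Refed_8h vs Refed_3h. nupr1b, a stress-responsive regulator of transcription, moved the same way, with log2 fold changes of -2.49 (edgeR adjusted p = 0.0010) and 2.05 (edgeR adjusted p = 0.0025). Among C3 genes, the small heat shock protein gene hspb6 fell from 234 ± 109.5 TPM at 3 h to 47.8 ± 13.7 TPM at 8 h (SD, n = 4). hspb6 had a log2 fold change of -2.55 (standard error 0.41, edgeR adjusted p = 0.0040) in Refed_8h vs Refed_3h. sgk2b, a serum and glucocorticoid-regulated kinase, rose at 3 h (log2 fold change 1.51, edgeR adjusted p = 0.0087) and fell at 8 h (log2 fold change -2.54, edgeR adjusted p = 3.1e-04). The number of genes per cluster was sensitive to the method. With each gene assigned to the best correlated profile, C1 to C4 held 118, 269, 125 and 215 genes. With z-scores of TPM, C2 to C4 held 205, 108 and 190. With average linkage, C1 held 2 and C2 383. C1 held 49 genes without Fast replicate 1, 133 genes without Fast replicate 3 and 107 genes without Fast replicate 4. It held 45 genes without Refed_3h replicate 1, 159 genes without Refed_3h replicate 2, 79 genes without Refed_3h replicate 3 and 69 genes without Refed_3h replicate 4. C1 had 110 genes without Refed_8h replicate 1, 110 genes without Refed_8h replicate 2 and 67 genes without Refed_8h replicate 4. Without the same libraries C2 held 205 to 413 and C3 48 to 110 genes.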

Clusters 1 (C1) and 3 (C3) were composed of genes with mutually inverse expression patterns between the fasting and the refeeding groups. Similarly, clusters 2 (C2) and 4 (C4) were composed of genes with opposite expression patterns. C2 genes, affected by the Refed_3h condition, were downregulated relatively to the other two conditions, while C4 genes, affected by Refed_3h, exhibited an inverse expression pattern (Figure 2E). These results indicate that the three groups show different gene expression patterns, and each group drives different biological processes. Furthermore, the correlation of gene expressions within C1 vs. C3 and C2 vs. C4 was mutually inverse.

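C2 held 134 genes with mean z-scores of 0.92, -0.98 and 0.06 in Fast, Refed_3h and Refed_8h, and C4 held 118 genes with -0.98, 0.74 and 0.24. In C2, sesn1, a sestrin that restrains the mTORC1 kinase, fell from 154 ± 91.0 TPM in Fast to 27.5 ± 1.07 TPM at 3 h (SD, n = 4). sesn1 had a log2 fold change of -2.14 (standard error 0.35, edgeR adjusted p = 0.0059) in Refed_3h vs Fast. elovl5, an elongase of polyunsaturated fatty acids, fell at 3 h and rose again at 8 h, with log2 fold changes of -1.31 (edgeR adjusted p = 0.012) and 1.36 (edgeR adjusted p = 0.0073). In C4, the protein kinase gene dyrk2 rose from 6.81 ± 2.22 TPM in Fast to 15.4 ± 2.06 TPM at 3 h and fell back to 8.20 ± 1.34 TPM at 8 h (SD, n = 4). dyrk2 had log2 fold changes of 1.55 (edgeR adjusted p = 0.0010) and -1.16 (edgeR adjusted p = 0.0041). The cryptochrome cry3b, also in C4, rose at 3 h (log2 fold change 2.6, edgeR adjusted p = 7.1e-06) and again at 8 h (log2 fold change 0.79, edgeR adjusted p = 0.0098), to 31.8 ± 6.62 TPM (SD, n = 4). Its profile shows that C4, set by Ward clustering, holds genes that stayed above Fast at 8 h as well as genes that peaked at 3 h.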

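Averaged over the genes of each cluster, the z-scores of C1 and C3 ran against each other over the 12 fish. The relation had Pearson's r = -0.86 (permutation p = 0.0021, Benjamini-Hochberg adjusted p = 0.0063) and Spearman's rho = -0.97 (permutation p = 1e-05, the smallest that 100000 permutations give). For C2 and C4, Pearson's r = -0.94 (permutation p = 9.0e-05, Benjamini-Hochberg adjusted p = 5.4e-04) and rho = -0.88 (permutation p = 3.6e-04). Leaving out the 2 fish farthest from the median of C1 (Refed_3h replicates 2 and 4) gave r = -0.84. Leaving out those farthest from the median of C2 (Refed_3h replicates 1 and 4) gave r = -0.94. The other pairs of the 6 computed gave r = 0.68 for C1 and C2, -0.45 for C1 and C4, -0.24 for C2 and C3 and -0.05 for C3 and C4. The clusters were formed from these same 12 libraries, so these p-values describe their profiles and are no independent test. With clusters formed from z-scores of TPM, r of C1 and C3 was -0.38 (permutation p = 0.22), and with average linkage r of C2 and C4 was -0.54 (permutation p = 0.080).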

### 3.2. Enrichment Analysis of DEG Profiles Affected by the Fasting-Refeeding

To assess gene sets that may be associated with the biological pathways in each cluster (C1–C4) from Figure 2C, we performed a pathway analysis using the Kyoto Encyclopedia of Genes and Genomes (KEGG) together with the DAVID web tool. The results showed that the gene set of C1 was enriched in a pathway of the fructose and mannose metabolism (Figure 3A). 

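Of 35 tested genes of fructose and mannose metabolism, 1 was in C1, the ketohexokinase gene khk (0.552 expected; Fisher's exact test, adjusted p = 1.0 over all lists and clusters). Of 17 ubiquitin ligase genes related to atrophy, 3 were in C1 (fbxo21, fbxo25 and fbxo32; 0.268 expected; Fisher's exact test, adjusted p = 0.034). Of 46 autophagy genes, 4 were in C1 (nbr1a, tp53inp1, ulk1a and ulk2; 0.725 expected; Fisher's exact test, adjusted p = 0.059). Of 47 proteasome subunits, 0 were in C1 (0.741 expected; Fisher's exact test, adjusted p = 1.0). The circadian clock list had 4 members in C1 (arntl2, clocka, nfil3 and nr1d4b; 0.646 expected; Fisher's exact test, adjusted p = 0.045), and did not pass there without Refed_8h replicate 3 (adjusted p = 0.18). The C1 of that fit shared 171 genes with this C1. That without Fast replicate 2, where the list passed (adjusted p = 0.029), shared 198. In the other fits that leave out 1 library C1 shared only 0 to 38 genes, so results there concern other genes under the same name. The ligase list did not pass in C1 in any of the 12 fits that leave out 1 library (adjusted p from 0.17 to 1.0), and passed in C2 in 2 of them. nbr1a, an autophagy receptor for ubiquitinated proteins, fell at 3 h and rose at 8 h, with log2 fold changes of -1.16 (edgeR adjusted p = 6.4e-04) and 1.16 (edgeR adjusted p = 3.9e-04). khk had a log2 fold change of 1.03 (edgeR adjusted p = 0.044) in Refed_8h vs Refed_3h. Its adjusted p ran from 0.020 to 0.12 over the alternatives and was over 0.05 in 15 of 23. Among these were khk Refed_8h vs Refed_3h without Fast replicate 1 (0.056), without Fast replicate 2 (0.05001) and without Fast replicate 4 (0.062). It was also over 0.05 without Refed_3h replicate 1 (0.073), without Refed_3h replicate 2 (0.065), without Refed_3h replicate 3 (0.10) and without Refed_3h replicate 4 (0.096). It was likewise over 0.05 without Refed_8h replicate 1 (0.10), without Refed_8h replicate 2 (0.066), without Refed_8h replicate 3 (0.065) and without Refed_8h replicate 4 (0.12). As a group, the fructose and mannose genes had 0 members past the test in Refed_3h vs Fast by edgeR, with 9 at an unadjusted p under 0.05. Their median log2 fold change was 0.16 (-0.19 on the TPM scale, which is 0.06 relative to the median of all genes; camera adjusted p = 0.25; adjusted p = 0.39 with an estimated correlation).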

The gene set of C2 was enriched in the p53 signaling pathway, FoxO signaling pathway, cell cycle, Jak-STAT signaling pathway, progesterone-mediated oocyte maturation, insulin signaling pathway, herpes simplex infection, oocyte meiosis, and cytokine-cytokine receptor interaction. 

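In Refed_3h vs Fast, the insulin receptor substrate genes irs2a and irs2b and the p53 target bbc3 were lower after refeeding. irs2b, an adaptor of the insulin receptor, fell from 11.9 ± 4.54 TPM in Fast to 2.46 ± 0.616 TPM at 3 h (SD, n = 4). irs2b had a log2 fold change of -1.92 (standard error 0.22, edgeR adjusted p = 4.3e-04) in Refed_3h vs Fast. Its paralog irs2a, which may share reads with it, had one of -2.89 (standard error 0.47, edgeR adjusted p = 0.0065). bbc3, an activator of apoptosis induced by p53, fell at 3 h (log2 fold change -3.05, edgeR adjusted p = 0.0024) and rose at 8 h (log2 fold change 2.69, edgeR adjusted p = 0.0037). So did pdpk1a, a kinase that activates Akt, with log2 fold changes of -1.34 (edgeR adjusted p = 0.0013) and 1.51 (edgeR adjusted p = 3.5e-04). Counted by Ward clustering, 6 of 90 FoxO genes lay in C1 (ccng2, cdkn1a, fbxo25, fbxo32, foxo4 and pdpk1a; 1.42 expected; Fisher's exact test, adjusted p = 0.038). In C2 lay 2 (irs2a and irs2b; 0.720 expected; Fisher's exact test, adjusted p = 0.77). foxo4 was named after its values were seen. Clusters formed without any 1 of the 12 libraries had no enrichment of FoxO genes in C1 (adjusted p from 0.28 to 1.0) and had it in C2 in 12 of 12 fits. Of 58 p53 genes, 4 were in C1 (casp9, ccng2, cdkn1a and pmaip1; 0.914 expected; Fisher's exact test, adjusted p = 0.12). Of the same genes, 2 were in C2 (bbc3 and sesn1; 0.464 expected; Fisher's exact test, adjusted p = 0.42). The p53 list passed in C2 in 11 of 12 fits that leave out 1 library (adjusted p from 0.0012 to 0.019; not without Fast replicate 2), with each gene assigned to its best profile (0.040), with z-scores of TPM (0.021), with average linkage (0.031) and over the authors' deposited DEG list (1.4e-05). Of 71 cell cycle genes, 5 were in C1 (1.12 expected; Fisher's exact test, adjusted p = 0.057) and 0 in C2. Of 57 genes of JAK-STAT signaling, 1 was in C2 (il4r.1; 0.456 expected; Fisher's exact test, adjusted p = 1.0). Of 87 genes of insulin signaling, 3 were in C2 (eif4ebp3, irs2a and irs2b; 0.696 expected; Fisher's exact test, adjusted p = 0.21). Cell cycle genes passed in C2 without Fast replicate 1 (adjusted p = 0.0061) and without Fast replicate 3 (2.0e-04), and in C1 without Fast replicate 2 (0.032), without Refed_8h replicate 3 (4.5e-08) and with z-scores of TPM (0.044). Insulin signaling passed in C2 without Refed_3h replicate 1 (adjusted p = 0.046) and in C4 without Refed_3h replicate 2 (0.013). Clustering the authors' deposited DEG list gave adjusted p-values in C2 of 1.4e-05 for the cell cycle, 0.027 for insulin signaling and 0.017 for JAK-STAT signaling. With the gene length trend removed, chosen after seeing the data, the p53 and cell cycle lists also passed in C2 (adjusted p = 8.6e-05 and 0.0024). The circadian clock list had 6 members in C2 (0.328 expected; Fisher's exact test, adjusted p = 2.5e-05). It did not pass there without Fast replicate 1 (adjusted p = 0.65), without Fast replicate 2 (adjusted p = 0.082) and without Refed_3h replicate 2 (adjusted p = 0.56).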

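Genes of cholesterol synthesis were lower after 8 h of refeeding. Of 15 tested genes of this pathway, 9 were in C3 (among them cyp51, fdft1, lss and sqlea; 0.189 expected; Fisher's exact test, adjusted p = 4.8e-12 over all lists and clusters). Of 16 genes of the mevalonate pathway that feeds it, 3 were in C3 (hmgcra, hmgcs1 and pdss1; 0.202 expected; Fisher's exact test, adjusted p = 0.017). hmgcra (ENSDARG00000052734) lies on chromosome 5 of GRCz11 from 50972485 to 50992775. hmgcra, the rate-limiting HMG-CoA reductase, fell from 12.3 ± 4.55 TPM in Fast to 1.05 ± 0.318 TPM in Refed_8h (SD, n = 4). hmgcra had a log2 fold change of -3.47 (standard error 0.41, edgeR adjusted p = 6.4e-04) in Refed_8h vs Fast. sqlea (ENSDARG00000079946) lies on chromosome 16 of GRCz11 from 43401005 to 43413293. sqlea, the squalene epoxidase, had a log2 fold change of -3.74 (standard error 0.52, edgeR adjusted p = 0.0021) in Refed_8h vs Refed_3h and -3.88 (standard error 0.52, edgeR adjusted p = 0.0024) in Refed_8h vs Fast. In Refed_8h vs Fast the cholesterol list had 0 higher and 9 lower by edgeR (0 higher and 11 lower when adjusted over the list alone). Their median log2 fold change was -2.16 (camera adjusted p = 8.8e-09; adjusted p = 0.32 with an estimated correlation). The skin marker sum was 26599 ± 2355 TPM in Fast and 19167 ± 5399 TPM in Refed_8h. With the skin marker score as a covariate the call of sqlea Refed_8h vs Fast was lost in edgeR (log2 fold change -3.40, adjusted p = 0.060, 0 in the authors' deposited p-values to 0.060 over all alternatives). With this covariate 0 genes of the cholesterol list passed in edgeR in Refed_8h vs Fast, 9 had an unadjusted p under 0.05, and the median log2 fold change was -1.66. Amino acid genes were also in C3. There were 5 of 43 genes of amino acid biosynthesis and one-carbon metabolism (cbsa, mat2ab, mthfd2, tat and tdh; 0.542 expected; Fisher's exact test, adjusted p = 0.0050). There were also 4 of 33 of cysteine and methionine metabolism (amd1, cbsa, mat2ab and srm; 0.416 expected; Fisher's exact test, adjusted p = 0.016). tat, the tyrosine aminotransferase, had a log2 fold change of -2.30 (edgeR adjusted p = 0.0011) in Refed_8h vs Refed_3h. The circadian clock list had 10 members in C3, among them per1b, per3, ciarta and dbpa (0.517 expected; Fisher's exact test, adjusted p = 3.3e-09), and passed there in 12 of 12 fits that leave out 1 library. Cytosolic heat shock proteins had 11 of 39 members in C3 (0.491 expected; Fisher's exact test, adjusted p = 9.2e-11). The enrichment of cholesterol genes in C3 was lost without Fast replicate 1 (adjusted p = 1.0), where they passed in C4. That of the mevalonate pathway was lost without Fast replicate 1 (adjusted p = 1.0), without Fast replicate 4 (adjusted p = 0.29), without Refed_3h replicate 2 (adjusted p = 1.0), without Refed_8h replicate 1 (adjusted p = 1.0) and without Refed_8h replicate 2 (adjusted p = 1.0). With 1 library left out, the amino acid and one-carbon list and the heat shock list lost their place in C3 in 8 of 12 fits each. These were the fits without 1 of Fast replicates 1, 3 and 4, Refed_3h replicates 2 and 4 and Refed_8h replicates 1, 2 and 4 (adjusted p from 3.3e-04 to 0.53 and from 7.1e-11 to 0.76). The cysteine and methionine list lost its place in these and without Refed_3h replicate 3 (adjusted p from 0.0014 to 0.69). Heat shock genes passed in C4 in 10 fits. 0 of 16 tested genes of bile acid biosynthesis and 0 of 10 of sulfur metabolism were in C3. Of their members, 4 and 1 had an unadjusted edgeR p under 0.05 in Refed_8h vs Fast.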

The gene set of C3 was enriched in groups of genes related to steroid biosynthesis, metabolic pathways, biosynthesis of antibiotics, primary bile acid biosynthesis, and sulfur metabolism. Finally, the gene set of C4 was enriched in the following pathways, such as the biosynthesis of antibiotics; biosynthesis of amino acids; metabolic pathways; steroid hormone biosynthesis; cysteine and methionine metabolism; glycine, serine, and threonine metabolism; terpenoid backbone biosynthesis; arginine and proline metabolism; and the insulin signaling pathway. In particular, the fasting condition of the C2 showed a high gene-expression value of the fasting proteolytic system, such as markers of muscle atrophy *trim63a*, *fbxo32*, and *fbxo25* (Figure 3B). In addition, p21 (known as *cdkn1a*), being involved in p53 signaling, was upregulated at Refed_8h but was downregulated at Refed_3h (Figure 3A,B). 

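Amino acid transporters and single enzymes of these pathways were in C4. Of 30 genes of the amino acid stress response, 2 were in C4 (slc1a4 and slc38a2, transporters of neutral amino acids; 0.211 expected; Fisher's exact test, adjusted p = 0.16). Of 43 genes of amino acid biosynthesis and one-carbon metabolism, 1 was in C4 (bcat1, the cytosolic branched-chain aminotransferase; 0.303 expected; Fisher's exact test, adjusted p = 1.0). The same gene was the 1 of 33 of cysteine and methionine metabolism (0.233 expected; Fisher's exact test, adjusted p = 0.90). Of 20 genes of steroid hormone metabolism, 1 was in C4. This was cyp1a (ENSDARG00000098315, chromosome 18, 5588068 to 5598958, GRCz11), a cytochrome P450 induced through the aryl hydrocarbon receptor. It rose from 1.62 ± 0.501 TPM in Fast to 4.05 ± 0.568 TPM at 3 h (SD, n = 4). cyp1a had a log2 fold change of 1.70 (standard error 0.24, edgeR adjusted p = 0.0022) in Refed_3h vs Fast. 0 of 35 genes of arginine, proline and polyamine metabolism, 0 of 16 of the terpenoid backbone pathway and 0 of 87 of insulin signaling were in C4. Of the arginine, proline and polyamine genes, 4 were in C3 (amd1, arg2, odc1 and srm; 0.441 expected; Fisher's exact test, adjusted p = 0.017), a call lost in 10 of 12 fits that leave out 1 library (adjusted p from 0.010 to 0.58). In C4, fits that leave out 1 library gave a call for the arginine, proline and polyamine list in 4 of 12 fits (adjusted p from 0.035 to 0.048), the terpenoid backbone list in 3 of 12 fits (adjusted p from 0.0058 to 0.010), the amino acid biosynthesis and one-carbon list in 2 of 12 fits (adjusted p from 0.0084 to 0.017), and the cysteine and methionine and insulin signaling lists in 1 of 12 fits (adjusted p = 0.037) and 1 of 12 fits (adjusted p = 0.013). mthfd2 (ENSDARG00000098646) lies on chromosome 5 of GRCz11 from 69716458 to 69732754. mthfd2, a mitochondrial enzyme of one-carbon metabolism that also peaked at 3 h, was placed in C3. It rose from 18.4 ± 4.15 TPM to 38.1 ± 5.66 TPM and fell back to 18.7 ± 3.99 TPM (SD, n = 4). mthfd2 had log2 fold changes of 1.41 (edgeR adjusted p = 0.0022) and -1.23 (edgeR adjusted p = 0.0037). Of the lists tested, that of the circadian clock alone passed in C4 (6 genes: arntl1a, cry3a, cry3b, cry4, nfil3-5 and rorcb; 0.289 expected; Fisher's exact test, adjusted p = 1.5e-05). With 1 library left out, the clock enrichment in C4 was kept in 2 of 12 fits, those without Fast replicate 2 and without Refed_8h replicate 3 (adjusted p from 8.9e-06 to 1.0). In these 2 fits C4 shared 74 and 86 genes with this C4, and in the others 3 to 41. The losses may thus come from other genes under the name C4. When each DEG was instead assigned to the best correlated profile, C4 held 4 amino acid biosynthesis and one-carbon genes (adjusted p = 0.040), 3 steroid hormone genes (adjusted p = 0.040) and 3 cysteine and methionine genes (adjusted p = 0.11) by Fisher's exact test.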

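fbxo32 (ENSDARG00000040277) lies on chromosome 16 of GRCz11 from 25259313 to 25272633. fbxo32, which encodes the ubiquitin ligase subunit MAFbx, was at 48.4 ± 23.2 TPM in Fast, 1.37 ± 0.481 TPM in Refed_3h and 49.0 ± 44.2 TPM in Refed_8h (SD, n = 4). fbxo32 had a log2 fold change of -4.86 (standard error 0.75, edgeR adjusted p = 0.0068) from Fast to 3 h. fbxo25 (ENSDARG00000075172) lies on chromosome 23 of GRCz11 from 35468834 to 35483310. fbxo25, an F-box gene related to fbxo32, was at 19.7 ± 4.32 TPM in Fast, 4.36 ± 1.71 TPM in Refed_3h and 14.1 ± 3.10 TPM in Refed_8h (SD, n = 4). fbxo25 had a log2 fold change of -1.80 (standard error 0.25, edgeR adjusted p = 0.0018) in Refed_3h vs Fast. trim63a (ENSDARG00000028027) lies on chromosome 6 of GRCz11 from 15651977 to 15653494. trim63a, which encodes the ubiquitin ligase MuRF1, was at 155 ± 121 TPM in Fast and 58.8 ± 20.9 TPM in Refed_3h (SD, n = 4). It did not pass the test in Refed_3h vs Fast, with a log2 fold change of -1.05 (standard error 0.57, edgeR adjusted p = 0.30). Single fish ranged from 53.2 to 317 TPM in Fast and from 35.7 to 84.8 TPM in Refed_3h. fbxo32 and fbxo25 were DEGs of C1 by Ward clustering and kept their calls in Refed_3h vs Fast under every alternative run (adjusted p up to 0.034 and 0.013). As a group, the 17 atrophy-related ubiquitin ligases were lower at 3 h (camera adjusted p = 0.0093; adjusted p = 0.39 with an estimated correlation). Of these, 0 were higher and 2 lower by edgeR (1 higher and 5 lower when adjusted over the list alone).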

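cdkn1a (ENSDARG00000076554) lies on chromosome 22 of GRCz11 from 603382 to 607812. cdkn1a, the cell cycle inhibitor p21, was at 2.43 ± 0.610 TPM in Fast, 0.898 ± 0.461 TPM in Refed_3h and 6.52 ± 1.76 TPM in Refed_8h (SD, n = 4). It rose from 3 h to 8 h, with a log2 fold change of 2.62 (standard error 0.31, edgeR adjusted p = 4.5e-04). Every fish of Refed_8h was above every fish of Refed_3h (exact permutation test, p = 0.029, the smallest p that 4 fish against 4 allow). It was higher in Refed_8h vs Fast by a log2 fold change of 1.51 (standard error 0.29, edgeR adjusted p = 0.018). The difference of Refed_3h from Fast did not pass the test (log2 fold change -1.11, edgeR adjusted p = 0.060). It passed in DESeq2, limma on log2(TPM + 1) and limma on log2(TPM + 0.1) (0.022 to 0.16 over all alternatives). Called in edgeR, cdkn1a Refed_8h vs Fast was not past the threshold without Fast replicate 2 (adjusted p = 0.059), without Fast replicate 3 (adjusted p = 0.051), without Fast replicate 4 (adjusted p = 0.054) and without Refed_8h replicate 4 (adjusted p = 0.064). It was also not past it by limma on log2(TPM + 0.1) (adjusted p = 0.091) and with the skin marker score as a covariate (adjusted p = 0.062) (2.6e-05 to 0.091 over all alternatives).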

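six1b (ENSDARG00000026473) lies on chromosome 20 of GRCz11 from 20499869 to 20505918. six1b, a homeobox regulator of muscle development, rose from 7.57 ± 2.32 TPM in Fast to 13.9 ± 1.99 TPM at 3 h (SD, n = 4). six1b had a log2 fold change of 1.26 (standard error 0.23, edgeR adjusted p = 0.0099). myog (ENSDARG00000009438) lies on chromosome 11 of GRCz11 from 22592935 to 22605981. myog, the muscle regulator myogenin, was at 1.92 ± 1.13 TPM in Fast and 4.54 ± 0.346 TPM in Refed_3h (SD, n = 4). myog had a log2 fold change of 1.56 (standard error 0.43, edgeR adjusted p = 0.056), which did not pass the test over all genes. Every fish of Refed_3h had more myog than every fish of Fast (exact permutation test, p = 0.029). myod1 (ENSDARG00000030110) lies on chromosome 25 of GRCz11 from 31421253 to 31423493. myod1, the muscle determination factor, was at 12.7 ± 7.77 and 18.9 ± 3.51 TPM (SD, n = 4). myod1 had a log2 fold change of 0.87 (standard error 0.40, edgeR adjusted p = 0.22), and its 2 groups overlapped. The call of six1b Refed_3h vs Fast ended with the skin marker score as a covariate (edgeR adjusted p = 0.0501, 3.2e-05 to 0.0501 over all alternatives). myog Refed_3h vs Fast passed without Fast replicate 2 (adjusted p = 0.033), without Fast replicate 3 (adjusted p = 0.027), in DESeq2 (0.0053), in limma on log2(TPM + 1) (0.035) and in the authors' deposited p-values (0.0012). myod1 Refed_3h vs Fast passed without Fast replicate 2 (0.043). Over all alternatives the adjusted p ran from 0.0012 to 0.15 and from 0.043 to 0.43.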

We focused on a group of genes whose expression had rapidly increased after 3 h of the refeeding (Refed_3h); some genes associated with muscle development were enriched, e.g., *myog*, *myod1*, and *six1b* (Figure 3C). These results suggest that the opposite biological pathways of catabolic and anabolic metabolism were activated in fasting and refeeding conditions.

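In Refed_3h vs Fast, autophagy genes and genes of the glucocorticoid response were lower and translation factors higher as groups by camera at the preset correlation, and no list passed with an estimated correlation. Proteasome subunits had a median log2 fold change of -0.01 in the same comparison and did not pass (camera adjusted p = 0.64; adjusted p = 0.91 with an estimated correlation). Of 46 autophagy genes, 0 were higher and 7 lower by edgeR (0 higher and 10 lower when adjusted over the list alone). Their median log2 fold change was -0.33 (camera adjusted p = 1.2e-04; adjusted p = 0.27 with an estimated correlation). The 22 genes of the glucocorticoid response had 0 higher and 3 lower by edgeR (0 higher and 6 lower when adjusted over the list alone). Their median was -0.53 (camera adjusted p = 0.012; adjusted p = 0.39 with an estimated correlation). On the other side, 62 translation factors had 7 higher and 1 lower by edgeR (8 higher and 1 lower when adjusted over the list alone). Their median was 0.16 (-0.19 on the TPM scale, which is 0.06 relative to the median of all genes; camera adjusted p = 0.0021; adjusted p = 0.39 with an estimated correlation). The cap-binding factor gene eif4e1c rose from 9.95 ± 1.93 TPM in Fast to 19.1 ± 5.21 TPM at 3 h (SD, n = 4). eif4e1c had a log2 fold change of 1.25 (standard error 0.20, edgeR adjusted p = 0.0056). From 3 h to 8 h the translation factors turned, with 0 higher and 8 lower by edgeR (0 higher and 9 lower when adjusted over the list alone). Their median was then -0.16 (0.08 on the TPM scale, which is -0.10 relative to the median of all genes; camera adjusted p = 1.6e-04; adjusted p = 0.34 with an estimated correlation). Over the same interval autophagy genes had 7 higher and 0 lower by edgeR (14 higher and 0 lower when adjusted over the list alone). Their median was 0.38 (camera adjusted p = 1.5e-06; adjusted p = 0.028 with an estimated correlation). eif4a1a, an RNA helicase of translation initiation, had a log2 fold change of -1.53 (edgeR adjusted p = 0.0035) in Refed_8h vs Refed_3h. From the enriched pathways and these genes, the paper proposes that opposite catabolic and anabolic processes were active in the fasted and the refed fish.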

### 3.3. Identification of Differentially Expressed Genes in Zebrafish Skeletal Muscle Affected by Fasting-Refeeding

Following the mRNA-sequencing, we performed a bioinformatics analysis to identify some genes that were affected by fasting-refeeding. Notably, gene clustering revealed that C2 and C4 had an immediate response to both Fast and Refed_3h conditions. Therefore, the normalized TPM values of the DEGs within C2 and C4, from the Fast vs. Refed_3h comparison, were processed by additional algorithmic analyses. The five most expressed genes from each group (Fast and Refed_3h) were visualized by heat map, box plot and scatter plot (Figure 4A–C). 

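pdk2a (ENSDARG00000020876) lies on chromosome 12 of GRCz11 from 28559408 to 28570989. Among kinases and ligases higher in Fast than in Refed_3h, pdk2a, a kinase that inhibits pyruvate dehydrogenase, fell from 45.8 ± 11.2 TPM in Fast to 2.01 ± 0.682 TPM at 3 h (SD, n = 4). The fold for pdk2a was 17.5, with a log2 fold change of -4.13 (standard error 0.35, edgeR adjusted p = 7.3e-05). klf11b (ENSDARG00000013794) lies on chromosome 17 of GRCz11 from 32365941 to 32370047. klf11b, a Krüppel-like transcription factor, fell from 59.7 ± 19.6 to 5.78 ± 0.842 TPM (SD, n = 4). The fold for klf11b was 8.29, with a log2 fold change of -3.05 (standard error 0.24, edgeR adjusted p = 3.2e-05). ulk2 (ENSDARG00000097205) lies on chromosome 15 of GRCz11 from 20843161 to 20894776. ulk2, a kinase that starts autophagy, fell from 12.0 ± 4.12 to 1.28 ± 0.208 TPM (SD, n = 4). The fold for ulk2 was 7.49, with a log2 fold change of -2.90 (standard error 0.34, edgeR adjusted p = 6.9e-04). The fold of fbxo32 was 29.1 by the same test. Genes were ranked here as DEGs of C2 or C4 in Refed_3h vs Fast by fold change, with the paper's filters on TPM and spread. The 5 highest in Fast were pdk2b, nr1d1, dbpb, zgc:194659 and ankrd9. fbxo32, pdk2a, klf11b and ulk2 were placed in C1 by Ward clustering and so did not enter the ranking. This depended on the clustering: with each DEG assigned to its best profile or with the authors' deposited DEG list, they ranked among the genes of C2. Without the cluster condition, an alternative chosen after the clusters were seen, pdk2b, fbxo32 and pdk2a held the 3 highest ranks, followed by nr1d1 and dbpb.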

Interestingly, those five genes, which were most upregulated in the Fast group (*pdk2b*, *fbxo32*, *pdk2a*, *klf11b*, and *ulk2*), were downregulated in the Refed_3h group; therefore we named them as “fasting genes”. Furthermore, those five genes with dramatic upregulation in the Refed_3h group (*mid1ip1l*, *ptgr1*, *pvalb2*, *slc16a3*, and *tecra*) were downregulated in the Fast group; therefore we named them as “refeeding genes”. 

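mid1ip1l (ENSDARG00000018145) lies on chromosome 14 of GRCz11 from 41466368 to 41469036. mid1ip1l, a regulator of fatty acid synthesis, rose from 71.7 ± 33.8 TPM in Fast to 394 ± 72.5 TPM at 3 h (SD, n = 4). The fold for mid1ip1l was 7.10, with a log2 fold change of 2.83 (standard error 0.39, edgeR adjusted p = 0.0024). slc16a3 (ENSDARG00000045051) lies on chromosome 12 of GRCz11 from 33350256 to 33359654. slc16a3, a transporter of lactate, rose from 16.8 ± 2.47 to 55.8 ± 11.1 TPM (SD, n = 4). The fold for slc16a3 was 4.24, with a log2 fold change of 2.08 (standard error 0.21, edgeR adjusted p = 1.9e-04). tecra (ENSDARG00000101585) lies on chromosome 3 of GRCz11 from 49397115 to 49421274. tecra, an enoyl-CoA reductase of fatty acid elongation, rose from 17.2 ± 8.64 to 50.3 ± 8.35 TPM (SD, n = 4). The fold for tecra was 3.81, with a log2 fold change of 1.93 (standard error 0.28, edgeR adjusted p = 0.0025). pvalb2 (ENSDARG00000002768) lies on chromosome 12 of GRCz11 from 17710425 to 17712498. pvalb2, a calcium-binding parvalbumin of fast muscle, rose from 1201 ± 595 to 4158 ± 2471 TPM (SD, n = 4). The fold for pvalb2 was 4.52, with a log2 fold change of 2.18 (standard error 0.47, edgeR adjusted p = 0.024). ptgr1 (ENSDARG00000024877) lies on chromosome 7 of GRCz11 from 24375070 to 24390879. ptgr1, a prostaglandin reductase, was at 5.97 ± 0.501 and 27.2 ± 26.3 TPM (SD, n = 4). It did not pass the test, with a log2 fold change of 2.55 (standard error 0.82, edgeR adjusted p = 0.099). Its groups overlapped (exact permutation test, p = 0.20). The 5 genes ranked highest in Refed_3h were mid1ip1l, cry3b, pvalb2, slc16a3 and tecra. pvalb2 Refed_3h vs Fast was not past the threshold without Fast replicate 1 (adjusted p = 0.062), without Fast replicate 4 (adjusted p = 0.059), without Refed_3h replicate 1 (adjusted p = 0.068) and without Refed_3h replicate 3 (adjusted p = 0.059). It was also not past it with only the 2 groups compared (adjusted p = 0.055), by limma on log2(TPM + 1) (adjusted p = 0.061), by limma on log2(TPM + 0.1) (adjusted p = 0.060), by limma on log2(TPM + 1) with no filter (adjusted p = 0.069) and with the skin marker score as a covariate (adjusted p = 0.088) (1.7e-06 to 0.088 over all alternatives). ptgr1 Refed_3h vs Fast passed in DESeq2 (0.016) and the authors' deposited p-values (1.1e-04) (1.1e-04 to 0.46). Of the 10 genes ranked first, 5 were among the paper's fasting and refeeding genes. The number was 3 without Fast replicate 3 and 7 without Fast replicate 2, the lowest and highest with 1 library left out.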

Particularly, *pdk2b* was upregulated 31 fold in the Fast group compared to the Refed_3h group. 

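pdk2b (ENSDARG00000059054) lies on chromosome 19 of GRCz11 from 5674907 to 5687743. pdk2b, which encodes pyruvate dehydrogenase kinase 2 and so limits the entry of pyruvate into the citric acid cycle, was at 145 ± 105 TPM in Fast, 3.70 ± 2.01 TPM in Refed_3h and 11.9 ± 11.2 TPM in Refed_8h (SD, n = 4). The fitted fold between Fast and Refed_3h was 31.1, a log2 fold change of -4.96 (standard error 0.86, edgeR adjusted p = 0.013). Single fish ranged from 39.1 to 250.2 TPM in Fast and from 1.53 to 5.77 TPM in Refed_3h. Every fasted fish was above every fish of Refed_3h (exact permutation test, p = 0.029, the smallest p that 4 fish against 4 allow). In Refed_8h vs Fast pdk2b did not pass the test (log2 fold change -3.61, edgeR adjusted p = 0.060). pdk2b Refed_8h vs Fast passed without Fast replicate 4 (0.040), without Refed_8h replicate 4 (0.035), by DESeq2 (2.6e-04), by limma on log2(TPM + 1) (0.028), by limma on log2(TPM + 0.1) (0.034), by limma on log2(TPM + 1) with no filter (0.023) and by the authors' deposited p-values (1.0e-09), with 1.0e-09 to 0.21 over all alternatives. The skin marker sum, 26599 ± 2355 TPM in Fast, was 19404 ± 4648 TPM in Refed_3h. With the skin marker score as a covariate pdk2b Refed_3h vs Fast had a log2 fold change of -4.40 and was not past the threshold in edgeR (adjusted p = 0.052, 0 in the authors' deposited p-values to 0.052 over all alternatives).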

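Among the fasting genes, single fish ranged from 15.5 to 64.9 TPM in Fast and 0.894 to 1.95 TPM in Refed_3h for fbxo32 and from 32.4 to 58.1 and 1.29 to 2.88 TPM for pdk2a. They ranged, in the same groups, from 45.9 to 88.2 and 4.66 to 6.69 TPM for klf11b, and from 8.67 to 17.3 and 1.1 to 1.57 TPM for ulk2, with no overlap of the groups. Among the refeeding genes, mid1ip1l ranged from 30.5 to 113 TPM in Fast and 324 to 486 TPM in Refed_3h, and slc16a3 from 13.4 to 19.0 and 43.3 to 66.8 TPM. tecra ranged from 8.16 to 26.7 and 45.5 to 62.8 TPM, and pvalb2 from 402 to 1657 and 1693 to 6569 TPM, also without overlap. For each of these genes the exact permutation test of TPM gave p = 0.029, the smallest p that 4 fish against 4 allow. ptgr1 ranged from 5.53 to 6.69 TPM in Fast and 5.49 to 60.5 TPM in Refed_3h, where single fish lay within the range of Fast. At 8 h the fasting genes pdk2a (28.9 ± 16.3 TPM), klf11b (46.5 ± 8.16 TPM) and ulk2 (4.80 ± 2.64 TPM, SD, n = 4) were above their level at 3 h. In Refed_8h vs Refed_3h the log2 fold changes were 3.54 (edgeR adjusted p = 1.7e-04), 2.77 (edgeR adjusted p = 4.8e-05) and 1.63 (edgeR adjusted p = 0.013). Of the refeeding genes, slc16a3 was still above Fast at 8 h, at 34.1 ± 6.50 TPM (SD, n = 4). In the authors' deposited test of Refed_8h vs Fast, mid1ip1l (log2 fold change 1.39, FDR 0.0059), tecra (1.16, FDR 0.013) and ptgr1 (2.38, FDR 5.8e-04) were also higher. pvalb2 did not pass there (1.18, FDR 0.081). slc16a3 had a log2 fold change of 1.13 (standard error 0.21, edgeR adjusted p = 0.014) in Refed_8h vs Fast. slc16a3 Refed_8h vs Fast was not past the threshold without Fast replicate 1 (0.055), without Fast replicate 4 (0.0504) and with the skin marker score as a covariate (0.14), with 3.2e-05 to 0.14 over all alternatives.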

Similar to these results, consistent data were obtained from the plot graph (Figure 4D) evaluating the TPM values of an individual sample and gene. Following the expression pattern assessment, we analyzed the functions of those genes using publicly available databases (UniProtKB and ZFIN) (Table S2). 

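In Refed_3h vs Fast, the autophagy genes that passed the edgeR test were all lower, among them ulk2 and nbr1a. At 8 h tp53inp1, a stress protein that promotes autophagy, was above its level at 3 h, with a log2 fold change of 1.71 (standard error 0.21, edgeR adjusted p = 4.5e-04). Of 49 genes of fatty acid oxidation, pyruvate dehydrogenase kinases and ketone use, 0 were higher and 4 lower by edgeR (2 higher and 4 lower when adjusted over the list alone) in Refed_3h vs Fast. As a group the list did not pass, with a median log2 fold change of 0.16 (-0.17 on the TPM scale, which is 0.09 relative to the median of all genes; camera adjusted p = 0.37; adjusted p = 0.76 with an estimated correlation). Its lower members included pdk2a and pdk2b, which act on glucose oxidation, and angptl4, which the paper does not name. The insulin receptor substrates irs2a and irs2b were further genes of fuel use that were lower at 3 h.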

The following predicted functions, such as glucose homeostasis, autophagy, and ubiquitination were related to the genes affected by the fasting condition. On the other hand, predicted functions, such as lipid and lactate metabolism were related to the genes affected by the refeeding condition. These results suggest the dramatic expression changes of genes related to various metabolic pathways by fasting-refeeding.

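Of 39 genes of fatty acid synthesis and lipogenesis, 2 were higher and 1 lower by edgeR (2 higher and 1 lower when adjusted over the list alone) in Refed_3h vs Fast. As a group the list did not pass, with a median log2 fold change of 0.12 (-0.14 on the TPM scale, which is 0.11 relative to the median of all genes; camera adjusted p = 0.094; adjusted p = 0.39 with an estimated correlation; camera adjusted p = 0.039 without Fast replicate 3). mid1ip1l and tecra were its members that rose, and elovl5, another elongase, fell. Of 43 genes of glycolysis and lactate, 1 was higher and 0 lower by edgeR (4 higher and 1 lower when adjusted over the list alone). Their median was 0.16 (-0.14 on the TPM scale, which is 0.12 relative to the median of all genes; camera adjusted p = 0.030; adjusted p = 0.40 with an estimated correlation). The member that passed was slc16a3. The call of the glycolysis and lactate list was lost at a camera adjusted p of 0.076 without Fast replicate 2, 0.0504 without Refed_3h replicate 3 and 0.075 without Refed_3h replicate 4. From 3 h to 8 h this list was lower, with 0 higher and 4 lower by edgeR (1 higher and 7 lower when adjusted over the list alone). Their median was -0.32 (camera adjusted p = 3.6e-04; adjusted p = 0.26 with an estimated correlation).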

### 3.4. Novel Findings of Gene Length Associated with Refeeding

Previous studies have suggested that gene length is involved in life processes and diseases [24,25,26,27,28,29,30,31,32]. However, it is unclear how genes involved in fasting-refeeding conditions are associated with gene length. Therefore, we analyzed the length distribution of the gene group that corresponded to each cluster and observed that genes of C4 were significantly shorter than the non-DEGs, genes of C2, and genes of C3 (Figure 5A). In particular, the C4 genes had a significantly lower number of exons than non-DEGs, genes of C1, C2, and C3 (Figure 5C). Additionally, the average intron length of C4 genes was significantly lower than that of non-DEGs, genes of C1, and genes of C2 (Figure 5E). On the other hand, exon length and length per exon of C4 genes were significantly longer than those in other clusters (Figure 5B,E). These results indicate that the C4 genes have a long exon length, however, they have a shorter intron and a smaller exon number, resulting in a shorter length of genes affected by refeeding.

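The 118 genes of C4 had a median gene length, from the start to the end of the gene in the GRCz11 coordinates of the deposited table, of 11922.5 bp. The medians were 17159 bp for 16018 tested non-DEGs, 13464.5 bp for C1, 20026 bp for C2 and 12054 bp for C3. Among short genes of C4, the parvalbumin gene pvalb2 spans 2074 bp and mid1ip1l 2669 bp, and among long ones the clock gene rorcb spans 36552 bp. C4 genes were shorter than non-DEGs, with a difference of -0.220 on the log10 scale (permutation test, adjusted p = 4.0e-05), that is 60.3% of their geometric mean length. They were also shorter than C2 genes, with -0.294 on the log10 scale (permutation test, adjusted p = 4.0e-05). Both p-values rest on the smallest p that 100000 permutations give. The difference from C1 was -0.0815 on the log10 scale (permutation test, adjusted p = 0.16) and that from C3 -0.0372 on the log10 scale (permutation test, adjusted p = 0.61), and neither passed the test. The gene length test counts genes, not fish, and takes the genes of a cluster as independent. The difference from C2 became -0.107 (permutation p = 0.055) without Fast replicate 1, -0.101 (p = 0.11) without Fast replicate 4 and -0.117 (p = 0.065) without Refed_3h replicate 2. The difference from C1 became -0.222 (permutation p = 1.7e-04) without Fast replicate 2, -0.131 (p = 0.038) without Fast replicate 3, -0.165 (p = 0.048) without Refed_3h replicate 1 and -0.245 (p = 2.6e-04) without Refed_3h replicate 3. The difference from C3 became -0.146 (permutation p = 0.011) without Fast replicate 2 and -0.141 (p = 0.024) without Refed_3h replicate 1. With each gene assigned to the best correlated profile, the difference of C4 from C1 was -0.191 (permutation p = 4.3e-04) and that from C3 -0.183 (permutation p = 9.0e-04). Against all annotated non-DEGs, tested or not, the difference was -0.0991 (permutation p = 0.072). With a gene length trend removed from each library, chosen after seeing the data, the clusters changed membership and the difference of C4 from C2 turned sign, to 0.0194 (permutation p = 0.89).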

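Total intron length per gene, taken here as gene length less exon length, had a median of 8520.5 bp in C4, 14221.5 bp in non-DEGs, 10884 bp in C1, 16926 bp in C2 and 9707 bp in C3. The C4 genes six1b, with 633 bp, and pvalb2, with 893 bp, hold little intron, while the branched-chain aminotransferase gene bcat1 holds 15249 bp and tecra 19487 bp. The difference of C4 from non-DEGs was -0.490 on the log10 scale (permutation test, adjusted p = 4.0e-05), and from C1 -0.290 on the log10 scale (permutation test, adjusted p = 0.015). From C2 it was -0.514 on the log10 scale (permutation test, adjusted p = 7.8e-04) and from C3 -0.239 on the log10 scale (permutation test, adjusted p = 0.057). The comparison with C1 gave -0.0370 (permutation p = 0.83) without Fast replicate 1, -0.126 (p = 0.33) without Fast replicate 3 and 0.222 (p = 0.16) without Fast replicate 4. It gave -0.413 (permutation p = 0.052) without Refed_3h replicate 1, 0.0621 (p = 0.69) without Refed_3h replicate 2 and -0.141 (p = 0.37) without Refed_3h replicate 4. This comparison gave 0.0353 (permutation p = 0.79) without Refed_8h replicate 1, 0.0970 (p = 0.62) without Refed_8h replicate 2, -0.216 (p = 0.095) without Refed_8h replicate 3 and -0.181 (p = 0.29) without Refed_8h replicate 4. The comparison with C2 gave -0.188 (permutation p = 0.12) without Fast replicate 1, -0.141 (p = 0.16) without Fast replicate 4, -0.132 (p = 0.35) without Refed_3h replicate 2 and -0.192 (p = 0.061) without Refed_8h replicate 2. The comparison with C3 gave -0.387 (permutation p = 0.0027) without Fast replicate 2, -0.478 (p = 9.9e-04) without Refed_3h replicate 1, -0.297 (p = 0.030) without Refed_3h replicate 3 and -0.342 (p = 0.034) without Refed_8h replicate 4. The intron differences between clusters depended on single libraries, while that from non-DEGs passed whichever of the 12 was left out. Its size depended on them too, from -0.638 without Fast replicate 2 to -0.234 without Refed_3h replicate 2. By medians the difference of intron length from C1 was -0.106 (permutation p = 0.18), and with each gene assigned to the best correlated profile that from C3 was -0.365 (permutation p = 0.0023). With the gene length trend removed, intron length differed from that of C1 by -0.131 (permutation p = 0.63), and from that of C2 it differed in the other direction, by 0.00796 (permutation p = 0.93).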

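Exon length per gene, recovered here from the deposited RPKM and counts as the summed length of a gene's exons, had a median of 2580.5 bp in C4, 2538.5 bp in non-DEGs, 2397.5 bp in C1, 3333 bp in C2 and 2392 bp in C3. In C4, the lactate transporter gene slc16a3 has 3126 bp of exon and tecra 4673 bp, near or above these medians, and mid1ip1l, with 1373 bp, and pvalb2, with 1181 bp, lie below them. The exon length of C4 differed from that of non-DEGs by -0.0104 on the log10 scale (permutation test, adjusted p = 0.84) and from that of C3 by -0.00300 on the log10 scale (permutation test, adjusted p = 1.00). It was 100.0% of that of C1 (adjusted p = 1.00 by permutation). None of these differences passed. C4 genes had less exon than C2 genes, with a difference of -0.0967 on the log10 scale (permutation test, adjusted p = 0.0097). This last difference became -0.0294 (permutation p = 0.35) without Fast replicate 1, -0.0472 (p = 0.083) without Fast replicate 3 and -0.0213 (p = 0.47) without Fast replicate 4. It became -0.0368 (permutation p = 0.35) without Refed_3h replicate 2, -0.0295 (p = 0.36) without Refed_3h replicate 4, -0.0560 (p = 0.065) without Refed_8h replicate 1, -0.0401 (p = 0.23) without Refed_8h replicate 2 and -0.0698 (p = 0.087) without Refed_8h replicate 3. The exon difference from C3 became -0.0660 (permutation p = 0.041) without Fast replicate 2, -0.0807 (p = 0.030) without Refed_3h replicate 1 and -0.0900 (p = 0.041) without Refed_8h replicate 1. The exon difference from C1 became -0.0693 (permutation p = 0.030) without Fast replicate 2 and -0.111 (p = 0.024) without Refed_3h replicate 1. The exon difference from non-DEGs became -0.0643 (permutation p = 0.027) without Fast replicate 2. With the gene length trend removed the exon difference from C2 turned sign, to 0.00699 (permutation p = 0.89). The number of exons per gene and the length per exon were not analysed here.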

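Lengths of single C4 genes show how exon and intron add up. six1b is 6050 bp long, of which 5417 bp are exon, and the clock repressor nfil3-5 7816 bp, of which 4331 bp are exon. cyp1a is 10891 bp long with 8277 bp of intron, and slc38a2, a transporter of neutral amino acids, 17864 bp with 12964 bp of intron. Among longer members, the cryptochrome cry3b has 22727 bp, 19159 bp of them intron. From the lengths of exons and introns and the number of exons of C4 genes, the paper concludes that shorter introns and fewer exons make the genes affected by refeeding short.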

## 4. Discussion

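Of 90 genes of FoxO signaling, 1 was higher and 10 lower by edgeR (8 higher and 13 lower when adjusted over the list alone) in Refed_3h vs Fast. As a group they did not pass (camera adjusted p = 0.29; adjusted p = 0.39 with an estimated correlation). Beside fbxo32 and fbxo25, ccng2, a cyclin that FoxO factors induce, fell from 19.9 ± 2.15 TPM in Fast to 4.82 ± 0.540 TPM at 3 h (SD, n = 4). ccng2 had a log2 fold change of -1.71 (standard error 0.16, edgeR adjusted p = 9.1e-05) in Refed_3h vs Fast. It was back at 15.5 ± 1.81 TPM at 8 h. cdkn1bb, which encodes the cell cycle inhibitor p27, had a log2 fold change of -0.76 (edgeR adjusted p = 0.0046). trib2, a pseudokinase that restrains FoxO factors and is not on the list, rose at 3 h (1.69 (edgeR adjusted p = 0.0013)) and fell at 8 h (-2.21 (edgeR adjusted p = 1.8e-04)). Of the list, sgk2b rose at 3 h, when fbxo32 fell.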

Our results of the enrichment analysis showed that gene expressions associated with the FoxO signaling pathway were increased under the fasting condition. In particular, the expressions of *fbxo32* and *trim63a* in cluster 2 were increased as a response to Fast and Refed_8h, and were decreased as a response to Refed_3h (Figure 3A,B). These genes are considered as “atrogenes” that relate to E3 ubiquitin ligase. *TRIM63* and *FBXO32* especially, which encode MuRF1 and MAFbx, respectively, are widely known as master regulators of skeletal muscle atrophy in rodents and humans [33,34,35]. Those genes have reportedly been upregulated by fasting for 10 days in teleosts [36] or for 24 h in rodents [37]. Moreover, the present study obtained similar results to previous studies; thus, these findings may provide evidence that fasting induces skeletal muscle atrophy. This suggests that zebrafish skeletal muscle is affected by fasting under a similar molecular mechanism as in mammals. Additionally, in the conditions of Fast and Refed_8h, both *trim63a* and *fbxo32* exhibited similar expression, respectively (Figure 3B). 

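fbxo32 did not differ between Fast and Refed_8h in the test, with a log2 fold change of 0.02 (standard error 0.60, edgeR adjusted p = 0.99). The 4 fish of Refed_8h ranged from 11.0 to 113 TPM. In Refed_8h vs Refed_3h it rose by a log2 fold change of 4.89 (standard error 0.75, edgeR adjusted p = 0.0047). trim63a was at 182 ± 86.5 TPM in Refed_8h (SD, n = 4). trim63a had a log2 fold change of 0.34 (standard error 0.57, edgeR adjusted p = 0.86) against Fast and one of 1.39 (standard error 0.58, edgeR adjusted p = 0.18) against Refed_3h, neither past the test. fbxo25 reached 14.1 ± 3.10 TPM at 8 h, with log2 fold changes of 1.42 (edgeR adjusted p = 0.0051) against Refed_3h and -0.38 (edgeR adjusted p = 0.54) against Fast. A difference that misses the threshold does not show that Fast and Refed_8h were alike: the standard errors of fbxo32 and trim63a against Fast leave room for a 2-fold change. trim63a Refed_8h vs Refed_3h passed with the authors' deposited p-values (adjusted p = 0.030). The range over all alternatives was 0.030 to 0.35.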

Our data indicates that the molecular signal of proteolysis via the FoxO signaling pathway in the skeletal muscle might have reached the upper limit of saturation within the short-term period of the 8 h. On the other side, muscle protein synthesis might have increased within 3 h after the refeeding, which is supported by data from the enriched pathway analysis (amino acid metabolism) (C4 in Figure 3A). 

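Of 43 genes of amino acid biosynthesis and one-carbon metabolism, 3 were higher and 1 lower by edgeR (5 higher and 2 lower when adjusted over the list alone) in Refed_3h vs Fast. As a group the list did not pass, with a median log2 fold change of 0.22 (-0.12 on the TPM scale, which is 0.14 relative to the median of all genes; camera adjusted p = 0.059; adjusted p = 0.37 with an estimated correlation). It passed at a camera adjusted p of 0.036 without Fast replicate 1, 0.047 without Fast replicate 3 and 0.049 without Refed_3h replicate 1. In Refed_8h vs Refed_3h the same list was lower, with 0 higher and 7 lower by edgeR (0 higher and 9 lower when adjusted over the list alone). Their median was -0.39 (camera adjusted p = 2.3e-06; adjusted p = 0.0065 with an estimated correlation). Ribosome biogenesis genes, 92 in number, had 4 higher and 0 lower by edgeR (4 higher and 0 lower when adjusted over the list alone) in Refed_3h vs Fast, with a median of 0.12 (-0.18 on the TPM scale, which is 0.08 relative to the median of all genes; camera adjusted p = 0.0024; adjusted p = 0.51 with an estimated correlation). That call was lost at 0.060 without Fast replicate 1 and 0.079 without Refed_3h replicate 2. Endoplasmic reticulum chaperones had 4 higher and 1 lower by edgeR (10 higher and 1 lower when adjusted over the list alone) of 41, with a median of 0.31 (-0.03 on the TPM scale, which is 0.22 relative to the median of all genes; camera adjusted p = 3.0e-04; adjusted p = 0.39 with an estimated correlation). serpinh1b, the chaperone of collagen, was not counted on this list but on that of cytosolic heat shock proteins. It rose at 3 h (1.48 (edgeR adjusted p = 0.015)) and fell at 8 h (-2.16 (edgeR adjusted p = 0.0013)). Its call at 3 h, serpinh1b Refed_3h vs Fast, was lost without Refed_3h replicate 1 (adjusted p = 0.052) and by limma on log2(TPM + 1) with no filter (adjusted p = 0.062), with 4.5e-05 to 0.062 over all alternatives.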

Interestingly, muscle degradation and protein recycling by the ubiquitin–proteasome system seemed to be recovered after 8 h since the refeeding, as a consequential biological process in the protein turnover. It has been reported that abnormalities of the ubiquitin–proteasome system together with increased expressions of MuRF-1 and MAFbx are associated with muscle atrophy in diseases such as cancer cachexia, sarcopenia of aging, chronic kidney disease, diabetes, and chronic obstructive pulmonary disease [38]. Moreover, the intake of fatty acids or proteins also alters the activity of the ubiquitin–proteasome system [38]. 

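Of 17 ligases related to atrophy, 4 were higher and 0 lower by edgeR (6 higher and 0 lower when adjusted over the list alone) in Refed_8h vs Refed_3h, with a median log2 fold change of 0.46 (camera adjusted p = 5.2e-04; adjusted p = 0.17 with an estimated correlation). Of 47 proteasome subunits, 0 passed the edgeR test in Refed_8h vs Fast, with 3 at an unadjusted p under 0.05. As a group they were higher by a median of 0.12 (camera adjusted p = 0.0077; adjusted p = 0.69 with an estimated correlation). This call was lost at a camera adjusted p of 0.11 without Fast replicate 1 and 0.14 without Fast replicate 3. In Refed_8h vs Refed_3h the proteasome subunits did not pass as a group (camera adjusted p = 0.086; adjusted p = 0.72 with an estimated correlation), but did at 0.016 without Refed_3h replicate 1 and 0.046 without Refed_8h replicate 4. Against Fast the ligases did not pass at 8 h (camera adjusted p = 0.46; adjusted p = 0.78 with an estimated correlation), with 0 higher and 0 lower by edgeR and 2 at an unadjusted p under 0.05.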

In experiments using a rat model of hindlimb immobilization, it was reported that supplementation of leucine and branched-chain amino acids had prevented the accumulation of ubiquitinated proteins; in contrast, upregulations of MuRF-1 and MAFbx in the soleus muscle had minimized the loss of muscle mass caused by the immobilization [39]. Thus, the responses of the ubiquitin–proteasome system to disease or nutrient metabolisms are closely related in mammals, whereas zebrafish may represent a similar system. However, our zebrafish model shows that gene expressions related to the ubiquitin–proteasome system exhibited large fluctuations in the short-term periods after feeding. It is expected that further subdivision of the time-period after the refeeding will help to elucidate the molecular mechanisms more precisely. Taken together, this study reveals the capability of a zebrafish model to explore the molecular mechanisms of the ubiquitin–proteasome system in disease or nutrient metabolisms, while being more pragmatic than a mammalian model.

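Of 58 p53 genes, 1 was higher and 5 lower by edgeR (3 higher and 7 lower when adjusted over the list alone) in Refed_3h vs Fast. As a group they did not pass (median log2 fold change -0.15; camera adjusted p = 0.11; adjusted p = 0.39 with an estimated correlation), but did at a camera adjusted p of 0.028 without Fast replicate 3. casp9, the initiator caspase of the mitochondrial pathway of cell death, was lower at 3 h and higher again at 8 h, with log2 fold changes of -1.12 (edgeR adjusted p = 0.0046) and 1.26 (edgeR adjusted p = 0.0014). sesn1 and bbc3 were also lower at 3 h. In Refed_8h vs Refed_3h the list had 6 higher and 2 lower by edgeR (14 higher and 4 lower when adjusted over the list alone). Their median was 0.07 (camera adjusted p = 0.041; adjusted p = 0.31 with an estimated correlation). That call was lost at a camera adjusted p of 0.061 without Refed_3h replicate 1, 0.076 without Refed_3h replicate 3, 0.058 without Refed_3h replicate 4 and 0.12 without Refed_8h replicate 1. At 8 h against Fast, 1 was higher and 0 lower by edgeR (3 higher and 0 lower when adjusted over the list alone). As a group they did not pass (camera adjusted p = 0.53; adjusted p = 0.78 with an estimated correlation).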

Next, the expressions of C2 genes with enrichment in p53 and p21 signaling pathways were upregulated in the fasting condition (Figure 3A). A previous study in mice showed that p21, being involved in p53 signaling, is upregulated after a 48 h fast, suggesting that p21 is associated to elevated energy expenditure, depletion of fat stores, and premature activation of protein catabolism in mice muscle [40]. Taken together, zebrafish muscle tissues seem to have p21-related mechanisms similar to those within murine muscles during the fasting condition.

The gene expressions of cluster 4 were inversely correlated with the expressions of the C2 genes. 

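Of 32 tested myogenesis genes, 1 was in C4, six1b (0.226 expected; Fisher's exact test, adjusted p = 0.90 over all lists and clusters). The list passed in C4 without Fast replicate 2 (adjusted p = 0.014) and over the authors' deposited DEG list (0.045), and in C1 without Fast replicate 3 (0.0021). In Refed_3h vs Fast the list had 3 higher and 0 lower by edgeR (4 higher and 1 lower when adjusted over the list alone). Their median log2 fold change was 0.23 (-0.10 on the TPM scale, which is 0.16 relative to the median of all genes; camera adjusted p = 0.0027; adjusted p = 0.39 with an estimated correlation). From 3 h to 8 h it had 0 higher and 1 lower by edgeR (0 higher and 1 lower when adjusted over the list alone) and as a group it did not pass (camera adjusted p = 0.18; adjusted p = 0.64 with an estimated correlation). Fish of Refed_8h had 2.69 ± 0.543 TPM of myog and 9.57 ± 1.2 TPM of myod1 (SD, n = 4). These genes had log2 fold changes of -1.01 (edgeR adjusted p = 0.18) and -1.22 (edgeR adjusted p = 0.099) against Refed_3h, neither past the test. myog Refed_8h vs Refed_3h passed without Fast replicate 3 (0.029) and with only the 2 groups compared (0.023), with 0.023 to 0.34 over all alternatives. myod1 Refed_8h vs Refed_3h passed without Fast replicate 2 (0.038), without Fast replicate 3 (0.017), with only the 2 groups compared (0.0052), by DESeq2 (0.031) and by the authors' deposited p-values (0.0089), with 0.0052 to 0.23 over all alternatives.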

Genes involved in myogenesis were enriched in C4. Our results showed that after the 24 h fasting, *myog* and *myod1* expressions were upregulated in the Refed_3h group (Figure 3C). Consistent with our results, the gene *myog* was reported to have an increased expression in zebrafish skeletal muscle 6 h after refeeding, though there were differences in the fasting-refeeding experimental setup (e.g., time point and food type) [23]. However, in the previous study, *myod1* was not noted to be upregulated [23]. This discrepancy in results may be caused by differences in experimental conditions. For instance, Seiliez et al. reported on zebrafish that underwent fasting for 72 hours with a following refeeding *ad libitum* and muscle tissues were harvested at 0.5, 2, 6, and 24 h after the refeeding [23]. Our results may have captured a more immediate response because we observed gene expression 3 h after refeeding. In addition, differences in sampling sites may have affected the results. In order to resolve these differences in the future, it might be necessary to establish detailed and consistent experimental methods.

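six1b was back at 7.33 ± 0.986 TPM at 8 h (SD, n = 4). six1b had a log2 fold change of -1.19 (standard error 0.23, edgeR adjusted p = 0.0096) in Refed_8h vs Refed_3h and one of 0.07 (standard error 0.23, edgeR adjusted p = 0.93) in Refed_8h vs Fast. Its paralog six1a (ENSDARG00000039304, chromosome 13, 31619961 to 31622195, GRCz11), which may share reads with it, was at 12.8 ± 1.28 TPM in Fast, 16.6 ± 1.90 TPM in Refed_3h and 14.9 ± 2.17 TPM in Refed_8h (SD, n = 4). six1a had a log2 fold change of 0.74 (standard error 0.18, edgeR adjusted p = 0.039) in Refed_3h vs Fast, under the fold threshold for DEGs. It had log2 fold changes of 0.34 (edgeR adjusted p = 0.47) and -0.40 (edgeR adjusted p = 0.21) in the other two comparisons. The adjusted p of six1a in Refed_3h vs Fast was over 0.05 in 14 of 23 alternatives (0.0077 to 0.18 over all). Among these were the fits of six1a Refed_3h vs Fast without Fast replicate 1 (0.11), without Fast replicate 2 (0.070), without Fast replicate 3 (0.066), without Fast replicate 4 (0.060), without Refed_3h replicate 1 (0.10), without Refed_3h replicate 3 (0.076) and without Refed_3h replicate 4 (0.099). The skin marker score as a covariate did not end the call of six1b Refed_8h vs Refed_3h (edgeR adjusted p = 0.0051). Whether both genes responded differently to refeeding was not tested.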

Our data also showed that *six1b* was upregulated only 3 h after refeeding (Figure 3C). There are two orthologs in zebrafish, *six1a* and *six1b*, which have been reported to have important functions in normal muscle formation during embryonic development [41]. The results in this study showed that *six1b* changed immediately during the response to the refeeding. Therefore, an increased expression of *six1b* caused by refeeding may be involved in the normal muscle formation of adult zebrafish.

Next, we identified several genes that were dramatically affected by a fasting-refeeding protocol. In total, 10 genes (from C2 and C4) exhibited high expression values and high fold changes within Fast or Refed_3h conditions (Figure 4A–D). 

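Of these 10 genes, 9 were DEGs in Refed_3h vs Fast, the 5 fasting genes lower and mid1ip1l, pvalb2, slc16a3 and tecra higher at 3 h. The exception was ptgr1, at 29.0 ± 16.3 TPM in Refed_8h (SD, n = 4). In Refed_8h vs Fast, klf11b, pdk2a and pvalb2 had log2 fold changes of -0.29 (edgeR adjusted p = 0.63), -0.59 (edgeR adjusted p = 0.45) and 1.18 (edgeR adjusted p = 0.27), none past the test. The list was chosen by the study from these same libraries, so their direction here is no independent evidence.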

To date, there have been no reports of those genes being affected by fasting and refeeding in zebrafish skeletal muscle. Therefore, these findings provide new insights for researchers in nutrition, internal medicine, etc., to use zebrafish as a model. For instance, these 10 genes could be utilized in studies as responding markers to new nutrients or compounds for muscle treatment. On the other hand, new cases of people suffering obesity have recently increased, as the present day may be considered as an era of satiety. Additionally, sarcopenic obesity among adults is rapidly increasing worldwide [42]. Sarcopenia is a condition characterized by a loss of muscle mass, strength, or physical function, while bearing a potential to induce a frequency of metabolic disorders, cardiovascular disease, and mortality [42]. Although the present study used a zebrafish model, we identified an overall mRNA-expression profile and the 10 most affected genes. Therefore, our findings could be useful in treatment development and preventive strategies for sarcopenic obesity.

Gene length has been reported to be associated with biological regulatory processes. Previous studies have suggested that carcinogenesis and other multigenic diseases, embryonic development and neuronal processes are associated with the presence of long genes [24,25,26,27,28,29,30,31,32]. In addition, bioinformatics analysis indicated that short genes are mainly involved in the immune system and skin formation [43]. These studies lead to the hypothesis that genes with long transcripts are primarily associated with early developmental function, and genes with small transcripts play an important role in routine functions [43]. Although the relationship between gene length and biological process is yet to be fully understood, we hypothesize that this mechanism is associated with genes that respond to fasting-refeeding. According to the results, the analysis of gene length in the DEGs cluster showed that C4 contained significantly shorter genes (Figure 5A), and the genes in C4 had fewer exons (Figure 5C). The representative genes from C4 may have been efficiently designed during evolution to provide a rapid biological response to refeeding in daily life, which is supported by the hypothesis of the previous study [43]. In addition, chromosomal regions radiate within the nucleus including those chromosomes with a predominant peripheral location (heterochromatin), and chromosomes with active genes located inside the nucleus (euchromatin) [44]. We propose that some of the nutritionally regulated short length genes may be located in euchromatin regions with an efficient transcription under nutritional response. Taken together, these results provide new insights into the role gene length has on gene expression.

The effect of dietary restrictions on murine lifespan depends on species, strain, and age at the start of an experiment, with both negative and positive effects reported [45,46]. Therefore, it is necessary to consider whether these differences also occur in zebrafish. Our results were obtained from the single fasting-refeeding response, and it is unclear whether these results will correspond to those after a multiple fasting-refeeding approach. Apart from that, the data on gene length were obtained by bioinformatics analysis using a small number of samples, leaving the task of clarifying the actual biological mechanism and significance. Therefore, further in vitro and in vivo investigation is needed to confirm the molecular findings predicted by this bioinformatics analysis.

## 5. Conclusions

This study focused on the transcriptome response of fasted zebrafish skeletal muscle tissue. The novel findings in this study, acquired by reliable methods of bioinformatics analysis, provide the use of new gene sets in a zebrafish model with dynamic responses to the fasting condition—“fasting genes”, and the refeeding condition—“refeeding genes”. Furthermore, this bioinformatics analysis discovered new views on gene length in the regulation of gene expression under fasting-refeeding conditions. Based on these results, it is expected that zebrafish will provide a new experimental model for fasting-refeeding response and, hence, further significance as an animal model. Future studies may need to continuously assess short- and long-term molecular changes due to fasting or refeeding and link them to positive and negative effects on diseases and other conditions, as well as being metabolic markers.

## Figures and Tables

**Figure 1:**
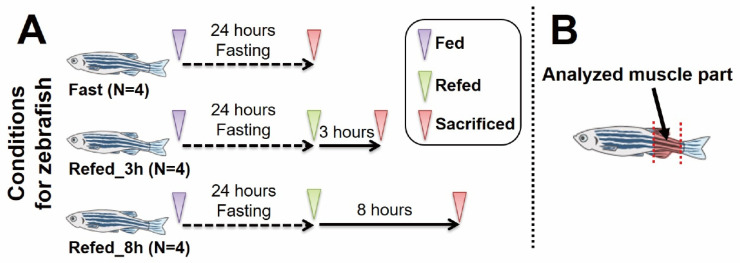
The overview of the experimental protocol. (**A**) The timing of experimental interventions in each group. (**B**) The location of the collected skeletal muscle tissue.

**Figure 2:**
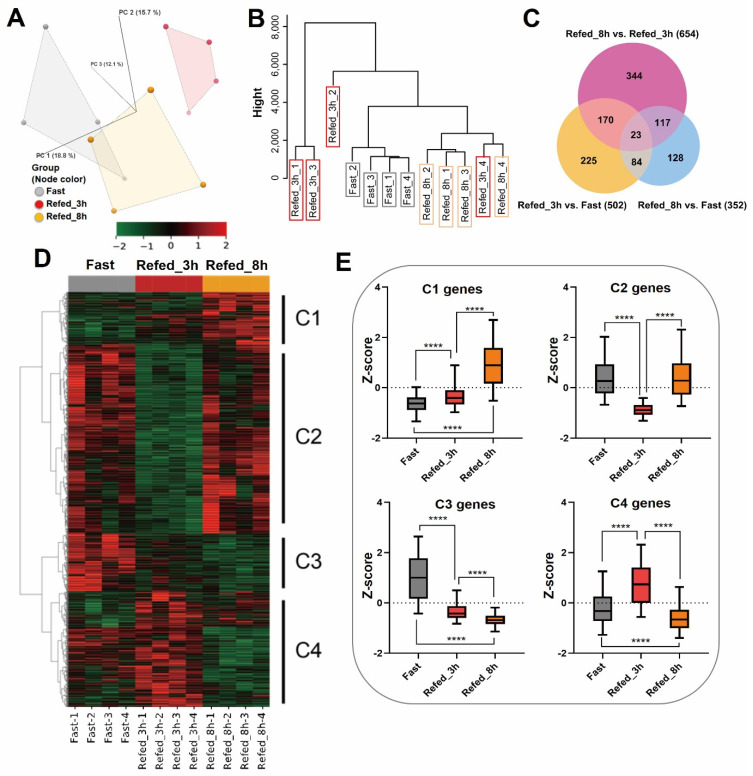
Gene expression profile of muscle tissues during fasting-refeeding conditions in zebrafish. (**A**) PCA plot and (**B**) cluster dendrogram depict similarities between samples. (**C**) Venn diagram shows the number of DEGs between three groups (Refed_8h vs. Refed_3h, Refed_3h vs. Fast, and Refed_8h vs. Fast). (**D**) Heat map represents expression of the 1091 DEGs. Values in the rows are z-scores. (**E**) Box plot shows expression patterns in each cluster on the heat map. The box indicates the first to the third quartile and the line indicates the median. The whiskers show the box with 5–95 percentile. **** *p* < 0.0001.

**Figure 3:**
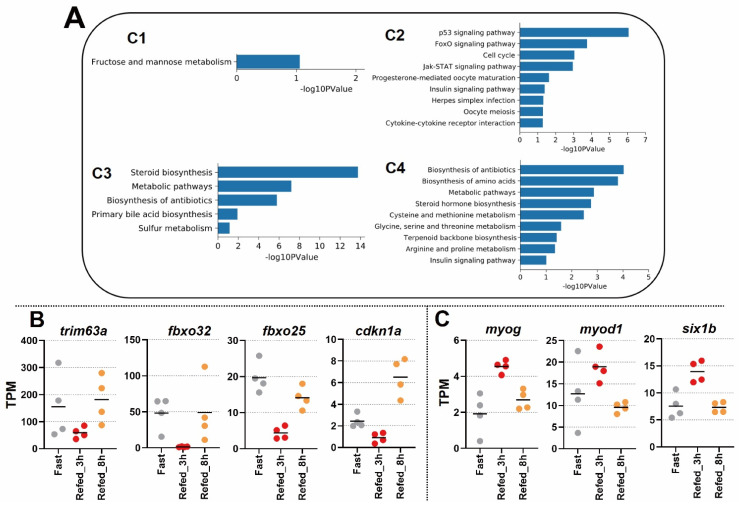
Enrichment analysis in KEGG pathway for gene clusters with confirmed expression values of individual samples. (**A**) Bar plots represent the analysis of significantly enriched pathways in each cluster. (**B**) Individual samples with TPM values of genes: *trim63a*, *fbxo32*, *fbxo25*, and *cdkn1a*. The bar indicates average mean. (**C**) Individual samples with TPM values of genes: *myog*, *myod1*, and *slx1b.* The bar indicates average mean.

**Figure 4:**
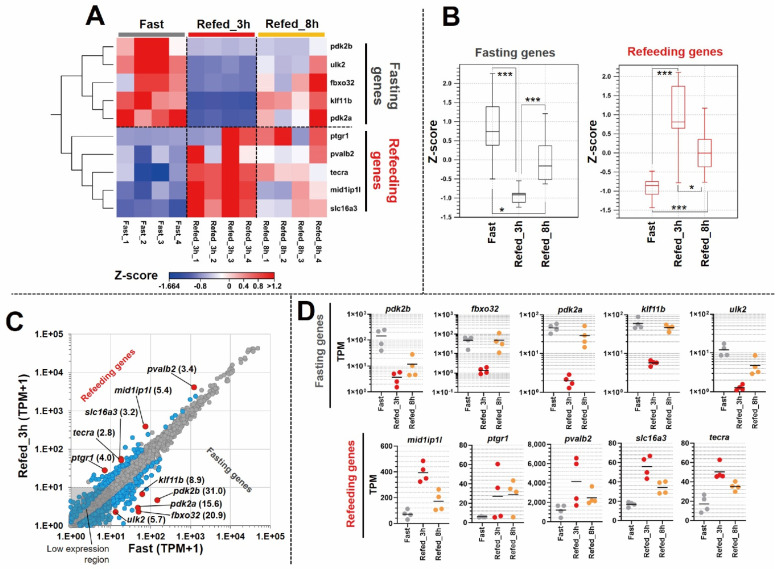
Identification of most affected genes in muscle tissues by fasting-refeeding. (**A**) Heat map reflects expression values as z-score for 10 genes (5 genes of each condition) identified as most responsive genes to fasting-refeeding conditions. Each group (Fast, Refed_3h, Refed_8h) is represented by 4 individual samples. (**B**) Box plot depicts a z-score of 10 genes in each group. The box indicates the first to the third quartile, and the line indicates the median. The whiskers show the box with 5–95 percentile. (**C**) Scatter plot reflects averages of TPM + 1 values of each gene, shown as red dots. Numbers in parentheses indicate the fold change between the Fast and Refed_3h groups. Gray dots indicate non-DEGs; light blue dots indicate DEGs as FDR *p*-value < 0.05. (**D**) Plot graph represents TPM values of individual samples with “fasting genes” and “refeeding genes”. The TPM values of fasting genes are represented by Log10 notation. The bar indicates average mean. * *p* < 0.05; *** *p* < 0.001.

**Figure 5:**
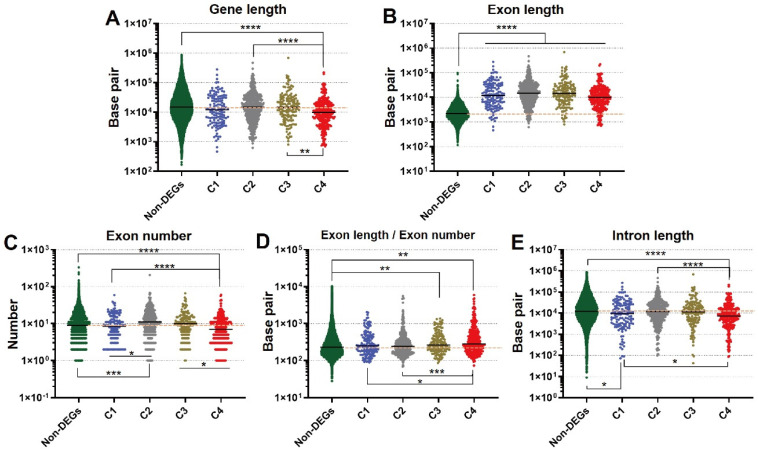
Analysis of gene length, exon length, and exon number in response to refeeding. The graphs show gene length (**A**), exon length (**B**), exon number (**C**), exon length/exon number (**D**), and intron length (**E**). The bar indicates the average mean and the orange dashed line shows the average mean of the non-DEGs. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001, respectively.

## Data Availability

The mRNA-seq data as FASTQ files and expression browser as table data have been deposited in the “Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/; accessed on 22 April 2022)” under accession number: GSE201273.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/nu14112239/s1, Table S1: Expression values of all genes; Table S2: Predicted function and fold-change of the top five genes in each condition.

How the deposited data were processed for this re-analysis (not part of the article)

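Skeletal muscle of 12 adult zebrafish was analysed, 4 fish for each of the groups Fast, Refed_3h and Refed_8h. The authors sequenced poly(A) RNA as paired-end reads and mapped it to GRCz11 with CLC Genomics Workbench; the annotation release, the treatment of reads with several matches and the strand setting are not given in the sources used here. The authors deposited 1 table of 25281 genes with their positions on GRCz11. For each fish the deposited table holds the counts per gene, which are whole numbers and not normalized. It also holds the authors' RPKM, which are counts relative to exon length and library total, and the authors' TPM, which sum to the same total in each fish. For each of the 3 comparisons the authors deposited a signed fold change, used here as a score with a minus sign for lower genes, its log2 fold change, a p-value and an FDR from the differential expression tool of CLC Genomics Workbench, whose model and scaling are not given in the sources used here. Every column of values per fish was matched to its fish by name. Of the gene IDs, 23499 were found in a table of gene names; symbols are those of the deposited table.

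Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr (16745 kept), scaled by TMM (factors of 0.790 to 1.21) and fitted in 1 model of the 3 groups with the robust quasi-likelihood fit, and each comparison was a contrast tested with glmQLFTest. P-values were adjusted by Benjamini-Hochberg over all tested genes, and a DEG had an adjusted p under 0.05 and a log2 fold change of at least 1 in size. Standard errors of log2 fold changes were taken as the log2 fold change divided by the square root of the F statistic. The biological coefficient of variation was 30.6%. Gene lists, 38 of processes and 12 of other cell types, were written down in advance; the 47 with at least 5 tested members were tested with camera and fry on voom values in limma 3.58.1, with a preset correlation of 0.01 and with an estimated one, and adjusted by Benjamini-Hochberg within each comparison. The lists stand in for the pathway database of the paper, which was not used here. Enrichment in clusters used Fisher's exact test, one-sided, against the tested genes. Clusters were formed from z-scores of log2 CPM (prior count of 2) by Ward's method at 4 clusters. Each was given 1 of the names C1 to C4, by the best total correlation with profiles taken for the paper's clusters, even where its own correlation was low. Exon length per gene was recovered from the deposited counts and RPKM for 23599 genes, gene length is the span on GRCz11, and intron length their difference, which is 0 for 804 genes. Differences in mean log10 length (of length + 1 for introns) were tested with 100000 permutations, two-sided, and adjusted by Benjamini-Hochberg over the 12 comparisons. Values per fish of single genes were compared with exact permutation tests of log2(TPM + 1), two-sided, whose smallest p with 4 fish against 4 is 0.029.

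Counts summed over genes to 11929140 to 18446239 per library, and 10.7% to 17.4% of them fell on 13 mitochondrial genes. No pair of libraries looked like a repeat of 1 library: over 66 pairs the chi-square per gene was 31.1 to 99.8. The edgeR and permutation steps were tested on simulated data with known changes before they were run. Genes named in the text were chosen by a rule set in advance: every gene the paper names, whose values in the figures, Table S2 and part of Table S1 had been seen; per comparison the 10 higher and 10 lower DEGs of largest change with a mean of at least 10 TPM, no overlap between groups and a gene symbol that is no clone name; per list up to 4 members past the FDR of largest change, and the most abundant member of a marker list; and members of the clock, cholesterol, ubiquitin ligase and pyruvate dehydrogenase kinase lists. Members of enriched lists outside this rule, such as foxo4, and the clone genes si:ch211-132b12.7 and si:dkey-18a10.3 were named after their values were seen. Of the genes that the rule names, 1 is not reported here.

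The alternatives tried were DESeq2 1.42.0, RLE size factors, no filter on low counts, no fold threshold, the paper's filters on TPM and spread, a fit of only the 2 groups compared, the replicate number as a block, limma on log2(TPM + 1) and log2(TPM + 0.1) with genes of a mean of at least 0.5 TPM and limma with no such filter, the authors' deposited p-values adjusted over the tested genes, other clusterings and backgrounds, and each library left out in turn. Chosen after seeing the data were a skin marker score as a covariate, the removal of a gene length trend per library, the authors' deposited list of DEGs with each gene assigned to its best profile, and a ranking without the cluster condition. Counts of uniquely mapped reads and a limit to protein-coding genes were not analysed here, nor were the number of exons per gene and the length per exon, which need gene models. The paper states that each group held both sexes in equal number, but the sex of each fish is not given. No sex, tank or sequencing batch per fish was used.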

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

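The tests weighing explanations of the clock, gene length and cholesterol patterns were chosen after those results had been seen, apart from the slope of fold change on gene length and the regrouping of the libraries; the skin covariate and the removed length trend were also chosen after seeing the data.

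Among 90 groups of 4 fish, 5 held a value far from the other 3, where chance sets apart about 1 in 20 groups. The pvalb2 level of Refed_8h replicate 4 was 3648 TPM. The tecra level of Refed_3h replicate 3 was 62.8 TPM. Red blood cell markers summed to 2002 TPM in Refed_8h replicate 3, and liver markers to 3.64 TPM in Refed_8h replicate 4. The total count of Refed_8h replicate 4 was 18446239. Among gene lists, 4 had calls in opposite directions from Fast to 3 h and from Fast to 8 h by camera at the preset correlation, and differed between the refed groups: ribosome biogenesis (adjusted p = 3.9e-15), cytosolic heat shock proteins (adjusted p = 2.7e-13), immune cells (adjusted p = 2.3e-06) and the interferon response (adjusted p = 1.0e-05). With an estimated correlation these were 0.17, 0.0065, 0.11 and 0.34 in the same order. None of the calls against Fast held with an estimated correlation, where the adjusted p at 3 h and at 8 h was 0.51 and 0.40 for ribosome biogenesis, 0.27 and 0.10 for heat shock proteins, 0.39 and 0.33 for immune cells and 0.52 and 0.68 for the interferon response. At the preset correlation, the call of ribosome biogenesis at 3 h was lost without Fast replicate 1 (adjusted p = 0.060) or Refed_3h replicate 2 (0.079), and that of immune cells at 3 h without Fast replicate 2 (0.062), Refed_3h replicate 2 (0.098) or Refed_3h replicate 4 (0.075). The interferon call was lost at 3 h without Fast replicate 2 (adjusted p = 0.062), Fast replicate 4 (0.15) or Refed_3h replicate 3 (0.0504), and at 8 h without Fast replicate 3 (0.15) or Refed_8h replicate 2 (0.071). Of the 14 DEGs shared by the 3 comparisons, 8 were on the list of circadian clock genes written in advance. The paper does not discuss clock genes.

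Clock genes moved both ways from Fast to 8 h, 9 higher and 15 lower by edgeR, and a scaling error, which would move all one way, cannot give the 9 higher beside the lower ones. With the skin marker score as a covariate 19 clock genes passed (5 higher and 14 lower), so skin in the samples is not the whole cause. The groups were sampled at 0, 3 and 8 h after the end of the fast, so each group has its own time of day, and time of day and refeeding cannot be told apart for the 24 clock genes that passed; the design keeps this open. A response of the clock to feeding and the time of day are both candidate explanations, and no fish fasted to the later times was analysed here.

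C4 genes were shorter than non-DEGs, and the difference was -0.234 on the log10 scale against non-DEGs matched on expression (permutation p = 1.5e-05), which argues against expression level as the cause. With a gene length trend removed from each library the difference was -0.151 (permutation p = 6.6e-04), for a C4 of 170 genes, 24 of them in the C4 of 118. Of 95 genes of C4 that were DEGs higher in Refed_3h than in Fast, 81 stayed so with the trend removed and differed in length from non-DEGs by -0.231 (permutation p = 5.0e-05), and the 14 that did not by -0.645. Among non-DEGs the log2 fold change of Refed_3h vs Fast fell with log10 gene length at a slope of -0.139 (standard error 0.00822). The whole fold change of C4 would need a slope of -5.66, and the slope found gives a log2 fold change of 0.03 for the length difference of C4. This asks only whether a trend could make the whole fold change. It cannot tell whether the trend tilted which genes passed as DEGs. The 81 genes still called were short as well, but they had first been called with the trend present, so they cannot settle this either. The C4 formed with the trend removed was also short, so for its 170 genes the trend as removed here is not the whole cause. Only 24 of these were in the first C4. How much of the shortness of the first C4 comes from a length trend stays open. So does a biological cause, such as fast induction of short genes, which was not tested. By Ward clustering, short genes were not particular to C4. The geometric mean gene length was 10738 bp in C4, 11699 bp in C3, 12956 bp in C1, 21135 bp in C2 and 17820 bp in non-DEGs. This C1 was lowest at 3 h, so in these clusters shortness was not limited to genes higher at 3 h. C3 of this clustering was itself higher in Refed_3h than in Fast. With each gene assigned to the best correlated profile, C4 stood more apart. Its median gene length was then 10396 bp, against 14470 bp in C1, 15946 bp in C2, 16178 bp in C3 and 17159 bp in non-DEGs. C1 and C3 were not tested against non-DEGs.

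Cholesterol synthesis genes were lower at 8 h than in Fast by a median log2 fold change of -2.16, and by -1.66 (quartiles -2.40 and -1.17) with the skin marker score as a covariate, when 0 of them passed in edgeR. Without the covariate the quartiles were -3.02 and -1.58 and 9 genes passed; the calls ended as the median moved towards 0 and the median standard error rose from 0.49 to 0.70, and 9 genes kept an unadjusted p under 0.05. Skin markers were lower by a median of -0.63 (quartiles -0.84 and -0.05) in the same comparison, and on the TPM scale the upper quartile of the list, -1.29, was also below the lower quartile of the markers, -0.87, so a smaller share of skin is not the whole cause; a part from it stays open, as does a response to feeding, which cannot be separated from the time of sampling. Liver markers summed to only 2.13 TPM in Fast, against 596 ± 456 TPM (SD, n = 4) for the list itself, which argues against RNA of liver. Relative to the median of all genes, which scaling moves with the list, the list's median was -2.16 with TMM, -2.16 with RLE and -1.66 (quartiles -2.27 and -1.21) on the TPM scale, which argues against scaling as the cause.

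The 8 libraries of each comparison were split into 4 and 4, in 35 ways with the real one. In other splits at most 2 genes were DEGs for Refed_3h vs Fast (347 in the real split), 1 for Refed_8h vs Fast (165) and 3 for Refed_8h vs Refed_3h (466). Only the real split, 1 of 35, gave as many in each, the smallest share they can give. This argues against chance for these counts. Other splits mix fish of both groups, which adds the group difference to the spread and lowers their counts. The 12 libraries were also split into 3 groups in 100 ways, drawn at random. Only the real split gave as many DEGs in any comparison (727, highest other 292) and in all 3 (14, highest other 0). Lists past camera numbered 24 in Refed_3h vs Fast against at most 19 in other splits, 1 of 35 splits with as many, the smallest share they can give. This argues against chance for the number of lists at a preset correlation only. Other splits of these libraries gave 5 to 19 lists, and with an estimated correlation camera passed 0 lists in Refed_3h vs Fast (4 at an unadjusted p under 0.05; 10 by fry). Lists past camera numbered 21 in Refed_8h vs Fast against 21 and 24 in Refed_8h vs Refed_3h against 24 (2 of 35 splits with as many in each), where chance cannot be excluded.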

How the results depend on the processing

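The skin marker score as a covariate, the removed gene length trend, the ranking without the cluster condition and the authors' DEG list with assigned profiles were chosen after seeing the data; the other alternatives were planned. Of 318 calls of single genes named by the rule, 147 kept their call under every alternative run, 171 lost it under 1 or more, 14 of them only with the skin covariate, and none changed sign. Of 346 results of single genes, called or not, DESeq2 left 336 on their side of the threshold, RLE size factors 341, the skin covariate 258 and limma on log2(TPM + 1) with no filter 240; leaving out 1 library left 256 to 308. Of 30 main results, 2 were the same in every alternative run; RLE size factors, run on 10 of them, and a fit of only the 2 groups compared, run on 6, left those the same. Counts of uniquely mapped reads and protein-coding genes alone were not run. Depth and n limit small changes: in counts simulated for Refed_3h vs Fast over 16457 genes, 45 of 100 genes changed 2-fold and 89 of 100 changed 4-fold passed the FDR, and 28 and 89 were DEGs. The clusters depend on single libraries: without 1 library, C1 shared 0 to 198 genes with the first C1, C2 47 to 108, C3 29 to 177 and C4 3 to 86, so results that rest on cluster membership carry this limit.

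The values that follow moved by over 1.5 times, crossed a threshold or changed sign; except where the construction shows it, the cause was not tested. Lengths are differences of C4 in log10 units. DESeq2 gave 569 DEGs in Refed_3h vs Fast, 331 DEGs in Refed_8h vs Fast, 720 DEGs in Refed_8h vs Refed_3h, 1200 in any comparison and 23 in all 3. Limma on log2(TPM + 1) gave 240 DEGs in Refed_8h vs Refed_3h. Limma on log2(TPM + 0.1) gave 737 DEGs in Refed_3h vs Fast. Limma with no filter gave 197 DEGs in Refed_8h vs Refed_3h, 456 in any comparison and 8 in all 3. The authors' deposited p-values gave 552 DEGs in Refed_3h vs Fast, 357 DEGs in Refed_8h vs Fast, 1148 in any comparison and 25 in all 3. An adjusted p under 0.05 alone, which by construction admits smaller changes, gave 821 DEGs in Refed_3h vs Fast, 1074 DEGs in Refed_8h vs Refed_3h, 1573 in any comparison and 22 in all 3. The paper's filters on TPM and spread, which leave fewer genes, gave 137 DEGs in Refed_3h vs Fast, 99 DEGs in Refed_8h vs Fast, 152 DEGs in Refed_8h vs Refed_3h, 286 in any comparison and 3 in all 3. No filter on low counts gave a separation of Refed_3h of 4.55. With each DEG assigned to its best profile there were 118 genes in C1, 269 genes in C2, 125 genes in C3, 215 genes in C4, gene length vs C1 -0.191, gene length vs C3 -0.183, intron length vs C3 -0.365 and 8 of the paper's 10 genes among those ranked highest. Z-scores of TPM gave 205 genes in C2, 108 genes in C3, 190 genes in C4, r of C1 and C3 -0.38, gene length vs C1 -0.161, gene length vs C3 -0.120, exon length vs C3 -0.0673, intron length vs C3 -0.313 and 8 of the paper's 10 genes among those ranked highest. Average linkage gave 2 genes in C1, 383 genes in C2, r of C2 and C4 -0.54, exon length vs C2 -0.0213 and 8 of the paper's 10 genes among those ranked highest. The authors' deposited DEG list gave 126 genes in C1, 492 genes in C2, 259 genes in C4, 26 enrichments of lists in clusters, gene length vs C1 -0.120, gene length vs C3 -0.155, exon length vs C3 -0.0663, intron length vs C3 -0.314 and 8 of the paper's 10 genes among those ranked highest. Removing a gene length trend per library, chosen after seeing the data, gave a separation of Refed_3h of 4.29, 132 genes in C1, 348 genes in C2, 78 genes in C3, gene length vs C2 0.0194 with the sign reversed, exon length vs C2 0.00699 with the sign reversed, intron length vs C1 -0.131 and intron length vs C2 0.00796 with the sign reversed. The authors' deposited DEG list with each DEG assigned to its best profile, also chosen after seeing the data, gave 343 genes in C2, 310 genes in C4, 24 enrichments of lists in clusters, gene length vs C3 -0.212, exon length vs C3 -0.0768 and intron length vs C3 -0.351. A background of genes with a mean of at least 10 TPM gave 4 enrichments of lists in clusters. An estimated correlation in camera gave 0 lists in Refed_3h vs Fast, 0 lists in Refed_8h vs Fast and 4 lists in Refed_8h vs Refed_3h. Against all annotated non-DEGs the gene length difference was -0.0991. By medians the intron difference from C1 was -0.106. A limit of 0.5 on SD/mean gave 2 of the paper's 10 genes among those ranked highest. With the replicate number as a block there were a separation of Refed_3h of 7.62, 111 genes in C1, 394 genes in C2, 112 genes in C3, exon length vs C2 -0.0326, intron length vs C1 0.132 with the sign reversed and intron length vs C2 -0.187.

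Over the 12 fits that each leave out 1 library, the values ran as follows: exon length vs C1 -0.111 to 0.0352, exon length vs C2 -0.134 to -0.0213, exon length vs C3 -0.0900 to -0.00362, exon length vs non-DEGs -0.0643 to -0.00346, gene length vs C1 -0.245 to 0.0525, gene length vs C2 -0.411 to -0.101, gene length vs C3 -0.146 to -0.0483, intron length vs C1 -0.493 to 0.222, intron length vs C2 -0.757 to -0.132, intron length vs C3 -0.478 to -0.0234, C1 45 to 268 genes, C2 154 to 413 genes, C3 48 to 210 genes, DEGs 179 to 376 in Refed_3h vs Fast, DEGs 280 to 507 in Refed_8h vs Refed_3h, the separation of Refed_3h 2.53 to 6.64 and the paper's 10 genes among those ranked highest 3 to 7.

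The groups share replicate numbers, but the numbers were not used as a paired design: over 12 pairs of libraries with the same number the deviations from the group means correlated with a mean r of 0.0931 (-0.19 to 0.27), 7 pairs were over 0.1, and 8 of 12 libraries correlated best with their own number, a hint from the data and not from the design. With the replicate block the DEGs numbered 368, 179 and 499 in Refed_3h vs Fast, Refed_8h vs Fast and Refed_8h vs Refed_3h, of which 301, 142 and 406 were DEGs without it.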

Differences from the paper's values

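The removed gene length trend, the ranking without the cluster condition and the authors' DEG list with assigned profiles were tests chosen after the results had been seen. The paper reports 1091 DEGs, against 727 here at the same thresholds on FDR and fold change. Of the alternatives set before the data were examined, the count was within 1.5 times the paper's without Fast replicate 3 (774), without Refed_8h replicate 3 (736), with the replicate number as a block (764), in DESeq2 (1200), in limma on log2(TPM + 0.1) (1045), with the authors' deposited p-values (1148) and with no fold threshold (1573). Over all 23 alternatives it ran from 286 to 1573, and the others did not come within 1.5 times. The paper reports 23 DEGs shared by all 3 comparisons, against 14 here; the number was within 1.5 times the paper's without Fast replicate 3 (16), without Refed_3h replicate 2 (16), without Refed_8h replicate 2 (16), without Refed_8h replicate 3 (16), with the replicate number as a block (20), in DESeq2 (23), in limma on log2(TPM + 0.1) (16), with the authors' deposited p-values (25) and with no fold threshold (22). Over all 23 alternatives it ran from 3 to 25, and the others did not come within 1.5 times. For Refed_8h vs Fast the paper shows about 350 DEGs in Fig. 2C, read by eye, against 165 here; the count came within 1.5 times of it in DESeq2 (331), with the authors' deposited p-values (357) and with no fold threshold (234). Over all 23 alternatives it ran from 99 to 357, and the others did not come within 1.5 times. The authors' deposited table holds 502, 352 and 654 DEGs in Refed_3h vs Fast, Refed_8h vs Fast and Refed_8h vs Refed_3h, of which 321, 164 and 418 were DEGs here. Clusters formed from these deposited DEGs held 126, 492, 214 and 259 genes, which together make the paper's 1091. The gap to 727 therefore lies between the authors' test and the one used here, at the same thresholds. Which step of the tests made it was not tested.

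For exon length, Fig. 5B shows about 12000 bp in C1, about 15000 bp in C2, about 14000 bp in C3 and about 10000 bp in C4, read by eye. The median summed exon lengths here were 2398, 3333, 2392 and 2580.5 bp, and the means, which the legend names, 3049, 3688, 3053 and 3079.9 bp. None of 17 alternatives brought the median of a cluster within 1.5 times of the figure, with 1373 to 2897 bp in C1, 2567 to 3249 bp in C2, 2467 to 2992 bp in C3 and 2163 to 2736 bp in C4. For C4 the figure also shows about 10000 bp as gene length in Fig. 5A, where the median here did not differ by 1.5 times (11922 bp). The paper states longer exons in C4 than in the other clusters; here C4 differed from C1, C2 and C3 by -4.2e-05, -0.0967 and -0.00300 in mean log10 exon length (permutation test, adjusted p = 1.00, 0.0097 and 1.00), and no alternative gave longer exons in C4 past the test. The paper states shorter genes in C4 than in C3; here the difference was -0.0372 on the log10 scale (permutation test, adjusted p = 0.61), and it passed with each DEG assigned to its best profile (-0.183), with z-scores of TPM (-0.120), with the authors' deposited DEG list (-0.155), with the authors' deposited DEG list and each DEG assigned to its best profile, chosen after seeing the values (-0.212), without Fast replicate 2 (-0.146) and without Refed_3h replicate 1 (-0.141).

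The paper separates Refed_3h from the other groups and describes Refed_8h as similar to Fast. Pairwise, Refed_3h was apart from Fast and from Refed_8h here too (exact one-sided permutation test, p = 0.029 for each). On the first principal component it did not overlap them. The joint separation asks whether Refed_3h lay farther from both groups than these lay from each other. It was 4.30 (exact test, p = 0.055). The joint separation passed with no filter on low counts (4.55), with the replicate number as a block (7.62) and with the gene length trend removed, chosen after seeing the values (4.29). It also passed without Fast replicate 2 (5.74), without Fast replicate 3 (5.10), without Refed_3h replicate 3 (4.88), without Refed_8h replicate 2 (6.64) and without Refed_8h replicate 3 (5.52). The dendrogram of Fig. 2B joins a fish of Refed_3h to Refed_8h, where here the 4 fish of Refed_3h formed a branch. The paper describes cdkn1a as lower at 3 h and higher at 8 h and myog, myod1 and ptgr1 as higher at 3 h, and names trim63a among the ligases of fasting; in Refed_3h vs Fast the log2 fold changes of these 5 genes here were -1.11, 1.56, 0.87, 2.55 and -1.05, and none passed (edgeR adjusted p = 0.060, 0.056, 0.22, 0.099 and 0.30). At 8 h cdkn1a passed here, with a log2 fold change of 2.62 against Refed_3h and 1.51 against Fast (edgeR adjusted p = 4.5e-04 and 0.018). In Refed_3h vs Fast cdkn1a passed in DESeq2 (0.022), in limma on log2(TPM + 1) (0.034) and in limma on log2(TPM + 0.1) (0.027), myog without Fast replicate 2 (0.033), without Fast replicate 3 (0.027), in DESeq2 (0.0053), in limma on log2(TPM + 1) (0.035) and with the authors' deposited p-values (0.0012), myod1 without Fast replicate 2 (0.043), ptgr1 in DESeq2 (0.016) and with the authors' deposited p-values (1.1e-04) and trim63a in no alternative, while in Refed_8h vs Refed_3h trim63a passed with the replicate number as a block (0.041) and with the authors' deposited p-values (0.030). The FDR in the authors' deposited table is 0.13 for cdkn1a, 0.0016 for myog, 0.15 for myod1, 1.5e-04 for ptgr1 and 0.19 for trim63a. The paper takes fbxo32, pdk2a, klf11b and ulk2 from C2; Ward clustering placed them in C1 here, and with each DEG assigned to its best profile or with the authors' deposited DEG list they ranked among the genes of C2. Of the paper's 10 fasting and refeeding genes, 5 were among the 10 ranked highest here, and 8 with each DEG assigned to its best profile, z-scores of TPM, average linkage or the authors' deposited DEG list. Without the cluster condition, chosen after seeing the values, there were 7, so that 3 of the paper's 10 are dropped.

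Lists stood in for the paper's pathways, and several that the paper finds enriched did not pass here. p53 signaling in C2 passed with each DEG assigned to its best profile (0.040), with z-scores of TPM (0.021), with average linkage (0.031), with the authors' deposited DEG list (1.4e-05), with the authors' deposited DEG list and each DEG assigned to its best profile, chosen after seeing the values (5.4e-04), without Fast replicate 1 (0.0098), without Fast replicate 3 (0.0016), without Fast replicate 4 (0.0012), without Refed_3h replicate 1 (0.0019), without Refed_3h replicate 2 (0.0054), without Refed_3h replicate 3 (0.011), without Refed_3h replicate 4 (0.0023), without Refed_8h replicate 1 (0.010), without Refed_8h replicate 2 (0.0040), without Refed_8h replicate 3 (0.019), without Refed_8h replicate 4 (0.0054), with the replicate number as a block (0.0011) and with the gene length trend removed, chosen after seeing the values (8.6e-05). Cell cycle genes in C2 passed with the authors' deposited DEG list (1.4e-05), with the authors' deposited DEG list and each DEG assigned to its best profile, chosen after seeing the values (0.0098), without Fast replicate 1 (0.0061), without Fast replicate 3 (2.0e-04), with the replicate number as a block (3.4e-08) and with the gene length trend removed, chosen after seeing the values (0.0024). FoxO signaling passed in C1 here, and in C2 in all 12 fits without 1 library (4.5e-04 to 0.031) and with each DEG assigned to its best profile (0.019), with z-scores of TPM (0.021), with average linkage (0.027), with the authors' deposited DEG list (5.4e-04), with the authors' deposited DEG list and each DEG assigned to its best profile, chosen after seeing the values (2.6e-04), with the replicate number as a block (0.0040) and with the gene length trend removed, chosen after seeing the values (4.4e-04). JAK-STAT signaling in C2 passed with the authors' deposited DEG list (0.017), insulin signaling in C2 with the authors' deposited DEG list (0.027), with the authors' deposited DEG list and each DEG assigned to its best profile, chosen after seeing the values (0.021) and without Refed_3h replicate 1 (0.046), sulfur metabolism in C3 with the authors' deposited DEG list (0.027), steroid hormone metabolism in C4 with each DEG assigned to its best profile (0.040), with the authors' deposited DEG list (0.027), with the authors' deposited DEG list and each DEG assigned to its best profile, chosen after seeing the values (5.4e-04) and with the gene length trend removed, chosen after seeing the values (0.020) and myogenesis in C4 with the authors' deposited DEG list (0.045) and without Fast replicate 2 (0.014). Arginine, proline and polyamine metabolism passed in C3 here, and in C4 with the authors' deposited DEG list (0.040), without Fast replicate 3 (0.047), without Fast replicate 4 (0.048), without Refed_3h replicate 2 (0.035) and without Refed_8h replicate 1 (0.048). The terpenoid backbone pathway also passed in C3 here, and in C4 without Fast replicate 1 (0.010), without Fast replicate 4 (0.0064) and without Refed_3h replicate 2 (0.0058). Amino acid biosynthesis and one-carbon metabolism and cysteine and methionine metabolism passed in C3 here too, and in C4 the former with each DEG assigned to its best profile (0.040), with z-scores of TPM (0.030), with the authors' deposited DEG list (0.016), with the authors' deposited DEG list and each DEG assigned to its best profile, chosen after seeing the values (5.4e-04), without Fast replicate 1 (0.017) and without Refed_3h replicate 4 (0.0084) and the latter without Refed_3h replicate 4 (0.037). Insulin signaling in C4 passed without Refed_3h replicate 2 (0.013). Fructose and mannose metabolism in C1 and bile acid biosynthesis in C3 passed in no alternative.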

Other observations

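Genes of stress proteins and of ribosome assembly were lower at 8 h than at 3 h. Of 39 cytosolic heat shock genes, 0 were higher and 13 lower by edgeR (0 higher and 22 lower when adjusted over the list alone), with a median log2 fold change of -0.59 (camera adjusted p = 2.7e-13; adjusted p = 0.0065 with an estimated correlation). hsp70l, an inducible chaperone, had a log2 fold change of -2.76 (standard error 0.39, edgeR adjusted p = 0.0015). Of 92 genes of ribosome biogenesis, 0 were higher and 20 lower by edgeR (0 higher and 32 lower when adjusted over the list alone), with a median log2 fold change of -0.36 (camera adjusted p = 3.9e-15; adjusted p = 0.17 with an estimated correlation). Examples are dkc1, the pseudouridine synthase dyskerin, at -1.27 (edgeR adjusted p = 0.0049), and rrs1, a factor of ribosome assembly, at -1.21 (edgeR adjusted p = 0.0039). Of 20 aminoacyl-tRNA synthetase genes, 0 were higher and 1 lower by edgeR (0 higher and 8 lower when adjusted over the list alone) (camera adjusted p = 3.1e-04; adjusted p = 0.071 with an estimated correlation). In the same comparison genes of the interferon response and of immune cells were higher at 8 h: of 30 interferon genes, 3 were higher and 0 lower by edgeR (14 higher and 0 lower when adjusted over the list alone) (camera adjusted p = 1.0e-05; adjusted p = 0.34 with an estimated correlation), and of 15 immune cell markers, 5 were higher and 0 lower by edgeR (10 higher and 0 lower when adjusted over the list alone) (camera adjusted p = 2.3e-06; adjusted p = 0.11 with an estimated correlation). stat2, a transcription factor of interferon signaling, had a log2 fold change of 1.68 (edgeR adjusted p = 0.0081), and coro1a, an actin-binding protein of leukocytes, of 0.77 (edgeR adjusted p = 0.014).

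Contractile and respiratory genes were higher as lists at 3 h, with few single genes past the test. Of 44 genes of fast muscle contraction, 9 were higher and 0 lower by edgeR (14 higher and 0 lower when adjusted over the list alone) in Refed_3h vs Fast, with a median log2 fold change of 0.59, 0.32 on the TPM scale, which is 0.57 relative to the median of all genes (camera adjusted p = 6.6e-08; adjusted p = 0.39 with an estimated correlation). Of 32 genes of slow muscle contraction, 1 was higher and 0 lower by edgeR (4 higher and 0 lower when adjusted over the list alone) (camera adjusted p = 0.0017; adjusted p = 0.39 with an estimated correlation). Of 81 nuclear genes of oxidative phosphorylation, 1 was higher and 0 lower by edgeR (0 higher and 0 lower when adjusted over the list alone), with a median log2 fold change of 0.38, 0.04 on the TPM scale, which is 0.30 relative to the median of all genes (camera adjusted p = 2.8e-11; adjusted p = 0.40 with an estimated correlation). In this comparison the skin marker sum was 26599 ± 2355 TPM in Fast, 19404 ± 4648 TPM in Refed_3h and 19167 ± 5399 TPM in Refed_8h (SD, n = 4), and the red blood cell list had a median log2 fold change of 1.08 (camera adjusted p = 0.0021; adjusted p = 0.39 with an estimated correlation).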
